# Human Mesenchymal Stem Cells Prevent Neurological Complications of Radiotherapy

**DOI:** 10.3389/fncel.2019.00204

**Published:** 2019-05-16

**Authors:** Bernat Soria, Alejandro Martin-Montalvo, Yolanda Aguilera, Nuria Mellado-Damas, Javier López-Beas, Isabel Herrera-Herrera, Escarlata López, Juan A. Barcia, Manuel Alvarez-Dolado, Abdelkrim Hmadcha, Vivian Capilla-González

**Keywords:** radiotherapy, stem cells, cognition, neuroprotection, intranasal cell delivery, CREB, neurocognitive sequelae, brain cancer

## Abstract

Radiotherapy is a highly effective tool for the treatment of brain cancer. However, radiation also causes detrimental effects in the healthy tissue, leading to neurocognitive sequelae that compromise the quality of life of brain cancer patients. Despite the recognition of this serious complication, no satisfactory solutions exist at present. Here we investigated the effects of intranasal administration of human mesenchymal stem cells (hMSCs) as a neuroprotective strategy for cranial radiation in mice. Our results demonstrated that intranasally delivered hMSCs promote radiation-induced brain injury repair, improving neurological function. This intervention confers protection against inflammation, oxidative stress, and neuronal loss. hMSC administration reduces persistent activation of damage-induced c-AMP response element-binding signaling in irradiated brains. Furthermore, hMSC treatment did not compromise the survival of glioma-bearing mice. Our findings encourage the therapeutic use of hMSCs as a non-invasive approach to prevent neurological complications of radiotherapy, improving the quality of life of brain tumor patients.

## Introduction

Radiotherapy is one of the most common treatments for cancer. Around 50% of all tumor patients receive radiation at a given time (Delaney et al., 2005). Unfortunately, radiotherapy comes with short and long term side effects. In particular, radiation for brain tumors, the most common cancer in children (Ostrom et al., 2016), causes accelerated aging that is manifested as neurofunctional sequelae, which may be progressive and permanent (Douw et al., 2009; Marazziti et al., 2012; Padovani et al., 2012; Armstrong et al., 2013; Ma et al., 2017). The most frequently described adverse effects of cranial radiation include learning and memory difficulties, problems in executive functions, motor coordination, visual alterations and intellectual decline. These radiation-related sequelae compromise the quality of life of cancer survivors and represent a serious clinical problem with no satisfactory solutions at present.

Studies in brain cancer patients and rodent evidences that radiation-related neurofunctional sequelae are associated with a variety of anatomical changes that occur in the irradiated non-tumoral tissue (Makale et al., 2017). Immediately after radiation, brain exhibits vascular damages, oligodendrocyte loss, demyelination and neuroinflammation. Radiation-induced brain injury also disrupts the neurogenic niches located at the dentate gyrus (DG) of the hippocampus and the subventricular zone (SVZ) of the lateral ventricles. Moreover, brain injury also affects neuronal dendritic spines and white matter, leading to necrosis of specific areas. The discovery of the negative effects induced by radiation in the non-tumoral tissue has promoted the development of strategies to minimize radiotherapy side effects. In this context, stem cell-based therapy represents a novel alternative to attenuate radiation-induced brain injury (Acharya et al., 2011, 2015; Joo et al., 2012; Piao et al., 2015). In this line, Joo et al. (2012) described the benefits of supplementing whole-brain irradiated mice with fetal mouse neural stem cells (NSCs), which were injected via tail vein 24 h after radiation. The irradiated brain induced homing of the exogenous NSCs, which differentiated along glial and neuronal lineages. Two months after NSC administration, mice showed inhibited radiation-induced hippocampus atrophy and preserved short-term memory. Similarly, human embryonic stem cell-derived oligodendrocyte progenitors (hOPCs) have provided promising results. After bilateral injections into the corpus callosum of rats, hOPCs were able to remyelinate the brain and ameliorate radiation-induced cognitive dysfunction (Piao et al., 2015). However, stem cell-based therapies proposed in current studies present some restrictions that need to be solved if translation to human is sought (Ramos-Zuriga et al., 2012). First, several studies used stem cells with scarce availability and whose isolation procedure is highly invasive (e.g., NSCs). Second, the routes used for administration have limited effectiveness (e.g., systemic transplantation renders reduced concentration of transplanted cells in the brain) or requires invasive techniques that risk host safety (e.g., intracranial injections). Here we explored the non-invasive intranasal delivery of human mesenchymal stem cells (hMSCs) derived from adipose tissue to prevent radiation-induced brain damage in a mouse model of whole-brain radiation. Our results demonstrated that transplanted hMSCs promoted neuroprotection and improved neurological function after irradiation, without compromising survival of glioma-bearing mice.

## Materials and Methods

### Animals

Two-month-old male C57BL/6 mice were purchased from Charles River Laboratories (Barcelona, Spain). For cell transplant, two-month-old male immunodeficient athymic nude mice (Charles River Laboratories) were used to maximize the non-rejection and survival of transplanted cells. Experimental groups were randomly assigned. Mice were housed in a specific pathogen free animal facility. Animals were maintained on a 12-h light/dark cycle, with stable temperature (22°C) and humidity (60%), and with food and water available *ad libitum*.

### X-Ray Irradiation

Mice were anesthetized via intraperitoneal injection of a combination of 100 mg/kg ketamine and 10 mg/kg xylazine. Then, animals were positioned in a prone position in the X-ray irradiation device (MBR-1505R; Hitachi, Tokyo, Japan) for head-only irradiation, as described elsewhere (Suarez-Pereira et al., 2015). Animals were irradiated at 160 kV and 6.3 mA with a lead shield covering the entire body, excluding the head. A total dose of 10 Gy in 2 fractions (2 × 5 Gy) was delivered at a source-to-skin distance of 33 cm. Control animals were littermates handled similarly and did not receive radiation.

### hMSC Culture

Human mesenchymal stem cell (ATCC, PCS-500-011^TM^; see Supplementary Table 1 for cell lines information) were cultured in growth media composed of Dulbecco’s Modified Eagle Medium (DMEM; Life Technologies, Carlsbad, CA) supplemented with 10% fetal bovine sera and 1% penicillin-streptomycin, and incubated at 37°C in a 20% O_2_ and 5% CO_2_ humidified atmosphere. Media were changed every 2–3 days. For all experiments, hMSCs were used at passage 4–7. The ability of hMSCs to generate multiple lineages and express established MSC markers was previously verified (Capilla-Gonzalez et al., 2018).

### hMSC Transplantation and Biodistribution

Human mesenchymal stem cell treatment was initiated the day after radiation. Briefly, animals were anesthetized and placed in a supine position to administrate total of 100 U of hyaluronidase as 2 repeated inoculations in each nostril with 5-min intervals (3 μl per inoculation). After 30 min, 5 × 10^5^ of hMSCs in PBS were delivered as 2 repeated inoculations in each nostril with 5-min intervals (3 μl per inoculation). Mice received a dose of cells per week during 4 consecutive weeks. Control mice received hyaluronidase followed by PBS. For evaluation of cell biodistribution, cultured hMSCs were incubated with 400 μg/mL XenoLight DiR fluorescent dye (Perkin Elmer, Inc., Boston, MA) for 30 min at 37°C before transplantation. Transplanted mice were daily monitored using an IVIS Imaging System 200 Series (Caliper Life Science, Hopkinton, MA).

### Behavioral Tests

Neurological function was tested between day 33 and day 44 post-radiation using a battery of behavioral tests, following previously described protocols. First, motor coordination was evaluated by *rotarod* performance (Lopez-Noriega et al., 2017) on days 33–34. Second, muscle strength was evaluated by the *wirehang* test (Klein et al., 2012) on day 35. Third, olfaction was evaluated by measuring odor discrimination capacity in a two-odorants test (*habituation-dishabituation test*) (Capilla-Gonzalez et al., 2012) on day 37. Finally, cognition was assessed by performing the *novel object recognition* task with a long habituation phase, using odorless objects that do not retain any olfactory cues (Leger et al., 2013), on days 40–44.

### Microarray

RNA was isolated from the brain lateral ventricle (PLv) and the hippocampus (Hipp) using the RNeasy Mini Kit (Qiagen, Hilden, Germany). 100 ng of RNA was used to obtain the gene expression profile of each sample. All samples showed the characteristics of high-quality RNA and were subjected to subsequent analysis. cDNA was hybridized to the Clariom^TM^ S Assay Mouse Array (Affymetrix, Santa Clara, CA) using manufacturer’s protocol (Affymetrix, GeneChip WT PLUS). Microarrays were scanned using the GeneChip Scanner 3000 7G of Affymetrix. Data processing and statistical analysis was performed using Transcriptome Analysis Console (TAC) software from Affymetrix, using default parameters. Canonical pathway analysis was performed using Ingenuity Pathway Analysis (IPA) software from Qiagen. Venn diagrams were generated using the open-source online tool Venny 2.1.0. Microarray data are deposited in Gene Expression Omnibus (GEO) database repository (accession number: GSE115735).

### Western Blots

Dissected PLv and Hipp were lysed for protein extraction using RIPA buffer (Sigma-Aldrich, Madrid, Spain), containing 0.5% sodium deoxycholate, 1 mM PMSF, 2 mM EDTA, 1× protease inhibitor (Roche Diagnostics, Mannheim, Germany) and 1× phosphatase inhibitor cocktail (Thermo Fisher Scientific, Madrid, Spain). Proteins from whole tissue lysates (25 μg) were resolved using 10% Tris-Glycine gel electrophoresis, and transferred onto nitrocellulose membranes (Whatman, Dassel, Germany). Membranes were then blocked with 5% non-fat milk and primary antibodies were probed (see Supplementary Table 1 for antibody information). Detection was done with the appropriate horseradish-peroxidase conjugated secondary antibodies and using the enhanced chemiluminescence reagent (GE Healthcare Life Sciences, Buckinghamshire, United Kingdom). Densitometric analyses for the blots were performed using ImageJ software (version 1.4r; National Institute of Health, Bethesda, MD) and normalized to Ponceau S staining or GAPDH expression.

### Brain Tissue Fixation

Mice were anesthetized and subjected to intracardiac perfusion using a peristaltic pump. As a fixative, 2% paraformaldehyde and 2.5% glutaraldehyde was used for electron microscopy, while 4% paraformaldehyde was used for immunohistochemistry. Brains were removed and post-fixed in the same fixative solution overnight.

### Transmission Electron Microscopy

Fixed brains were rinsed in 0.1 M phosphate buffer (PB) and cut into 200 μm sections using a VT 1000M vibratome (Leica, Wetzlar, Germany). Sections were postfixed in 2% osmium tetroxide, dehydrated in ethanol, stained in 2% uranyl acetate and embedded in araldite (Durcupan, Fluka BioChemika, Ronkokoma, NY). Ultrathin sections (60–70 nm) were cut with a diamond knife, stained with lead citrate, and examined under a Spirit transmission electron microscope (FEI Tecnai, Hillsboro, OR) (Capilla-Gonzalez et al., 2010).

### Immunohistochemistry

Fixed brains were rinsed in 0.1 M phosphate buffer (PB) and cut into serial 10 μm thick sections using a CM 3050S cryostat (Leica, Mannheim, Germany). Sections were incubated in blocking solution for 1 h at room temperature, followed by overnight incubation at 4°C with primary antibodies (see Supplementary Table 1 for antibody information). Then, sections were washed and incubated with the appropriate secondary antibodies conjugated with fluorophores and examined under a Leica DM6000B microscope or Leica TC5 SP5 confocal microscope and imaged with the Leica Application Suite software. Fluorescence signal was quantified using ImageJ or MetaMorph software (Molecular Devices, San Jose, CA).

### Brain Tumor Model

To investigate the side effects effect of transplanting hMSCs into mice bearing a brain tumor, 7-weeks-old male immunodeficient athymic nude mice were stereotactically injected with 0.5 × 10^6^ glioma cells (U87MG; ATCC, HTB-14^TM^; see Supplementary Table 1 for cell lines information) into the right striatum (A: 0.5, L: 2.0, D: 3.5). The stereotactic surgery procedure was done as previously described (Capilla-Gonzalez et al., 2014). Prior transplantation, glioma cells were labelled with the XenoLight DiR fluorescent dye, following the same protocol described for hMSCs labeling. The days after cell transplant, mice were imaged using an IVIS Imaging System 200 Series (Caliper Life Science, Hopkinton, MA) to ensure that grafted cells form a tumor. Ten days after tumor cell injection, animals were randomly distributed into three groups: mice bearing a brain tumor (*n* = 11), mice bearing a brain tumor that received radiation (*n* = 11), and mice bearing a brain tumor that received radiation and hMSCs (*n* = 12). Radiation and hMSC transplant were given as described above. Mice were euthanized when the condition of the animal was considered incompatible with continued survival. Survival curves were plotted using the Kaplan–Meier method, which include any animal found dead or euthanized. Histopathological analysis of brains at time of death was performed on cryosections stained with hematoxylin and eosin method.

### Statistical Analysis

Data were expressed as mean ± SEM. Data were analyzed using the GraphPad Prism 7 software (GraphPad Software Inc., San Diego, CA) and SigmaPlot 12.0 software (Jandel Scientific, San Rafael, CA). The *t*-test was performed to compare two means, while ANOVA was performed to compare more than two means. Repeated-measures ANOVA and Multiple *t*-test were applied when appropriated. Log-rank test was performed to determine differences in survival. All differences were considered significant at a *p* value <0.05.

## Results

### Radiation Induces Anatomical Changes in the Mouse Brain

To characterize the impact of radiation in mouse brain, two month-old C57BL/6 mice were subjected to whole-brain radiation (total dose of 10 Gy). The histopathological analysis of mouse brain tissue by electron microscopy revealed frequent necrotic cells and microglia 30 days post-radiation (Figure 1A–C). Microglia staining to detect Iba1 expression evidenced bushy microglia (activated cells) in the irradiated brain that manifested an inflammatory state, while the non-irradiated brain displayed more ramified microglia (resting cells) (Figure 1D–E). Furthermore, NSCs residing in the irradiated brain frequently presented envelope-limited chromatin sheets (i.e., quiescent NSCs), while NSCs in the non-irradiated brain often displayed condensed chromosomes associated with an early prophase (i.e., active NSCs) (Figure 1F). This observation was in line with the reduced proliferation (Ki67 staining) and scarce newly born neurons (DCX, doublecortin staining) in the DG and SVZ after radiation, while the NSC marker nestin showed no evident differences (Figure 1G–J).

**FIGURE 1:**
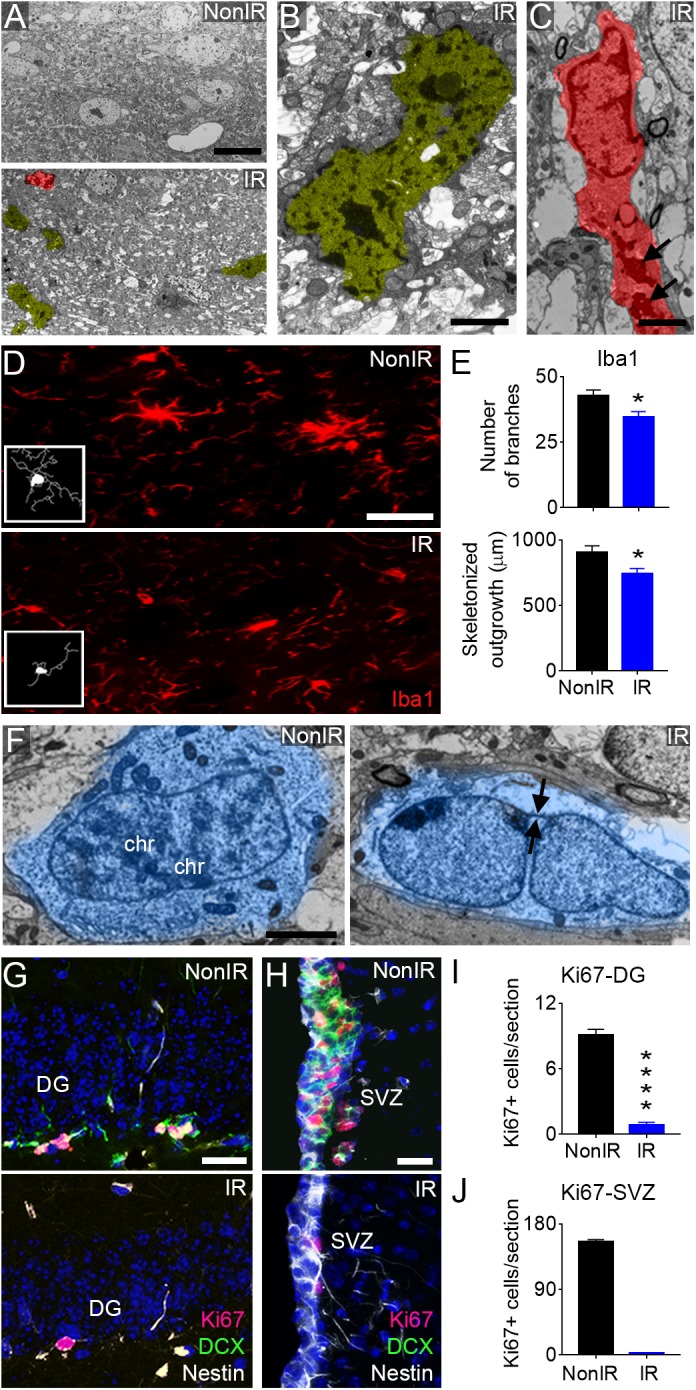
Radiation induces anatomical changes in the mouse brain. Representative images of radiation-induced damages in the mouse brain 30 days post-radiation (total dose of 10 Gy). **(A)** Electron microscopy micrograph showing multiple pyknotic cells (yellow) and microglia (red) in the irradiated brain, compared to non-irradiated mice. **(B)** High magnification of a pyknotic cell in the irradiated brain. **(C)** High magnification of a microglia cell in the irradiated brain displaying round shape and abundant dense bodies (arrows) in the cytoplasm. **(D)** Immunofluorescence against Iba1 reveals the presence of ramified microglia (resting cells) in the non-irradiated brain and bushy microglia (activated cells) in the irradiated brain. **(E)** Quantification of the number of branches and total length of processes (skeletonized outgrowth) in Iba1 expressing cells. **(F)** Representative images showing the presence of a NSC with condensed chromosomes (chr) in the non-irradiated SVZ and a quiescent NSC identified by the presence of envelope-limited chromatin sheets (arrows) in the irradiated SVZ. **(G)** Immunofluorescence against Ki67, Nestin, and DCX in the irradiated DG. **(H)** Immunofluorescence against Ki67, Nestin, and DCX in the irradiated SVZ. **(I)** Quantification of Ki67+ cells in the DG. **(J)** Quantification of Ki67+ cells in the SVZ. IR, irradiated mice; NonIR, non-irradiated mice. Scale bar: **(A)** 10 μm, **(B,C)** 2 μm, **(D)** 50 μm, **(F)** 2 μm, **(G)** 25 μm, **(H)** 200 μm. Data are represented as mean ± SEM. *n* = 5 per group, ^∗^*p* < 0.05, ^∗∗∗∗^*p* < 0.0001; *t*-test.

### hMSCs Reached the Brain After Intranasal Administration

To validate that the intranasal route is a feasible via to deliver cells to the brain, XenoLight DiR-labeled hMSCs were administrated into the nostrils of athymic nude mice (a dose of cells per week during 4 consecutive weeks) (Supplementary Figure 1). A cohort of animals was injected with PBS as control group. Biodistribution analysis revealed that 2 h after the first dose of cells, fluorescence was restricted to the head, becoming maximal at day 1 and then tending to gradually decrease within the following 6 days (Figure 2A,B). However, the repeated doses of cells presented a cumulative effect that allowed to prolong fluorescence signal over time (Supplementary Figure 1). Temporary fluorescence signal was observed in the peritoneal region 24 h after cell delivery (Supplementary Figure 1). No signal was observed in mice treated with PBS at any time point. In order to demonstrate the presence of hMSCs in the brain, a group of mice was sacrificed the day after cell administration and brains were dissected. Fluorescence signal was detected in the olfactory bulbs and frontal lobes (Figure 2C). To analyze whether hMSCs persist into the brain on day 50, immunofluorescence against human-specific mitochondria (hMito) and human-specific nuclei (hNuclei) was performed in brain sections. Immunostaining revealed the presence of some human cells at different levels of the rostrocaudal brain axis (Supplementary Figure 1). Necropsies did not reveal any visible tumor mass in mice transplanted with hMSCs 50 days after the first cell dose. These results indicate that intranasal delivery is a feasible route to administrate cells to the brain.

**FIGURE 2:**
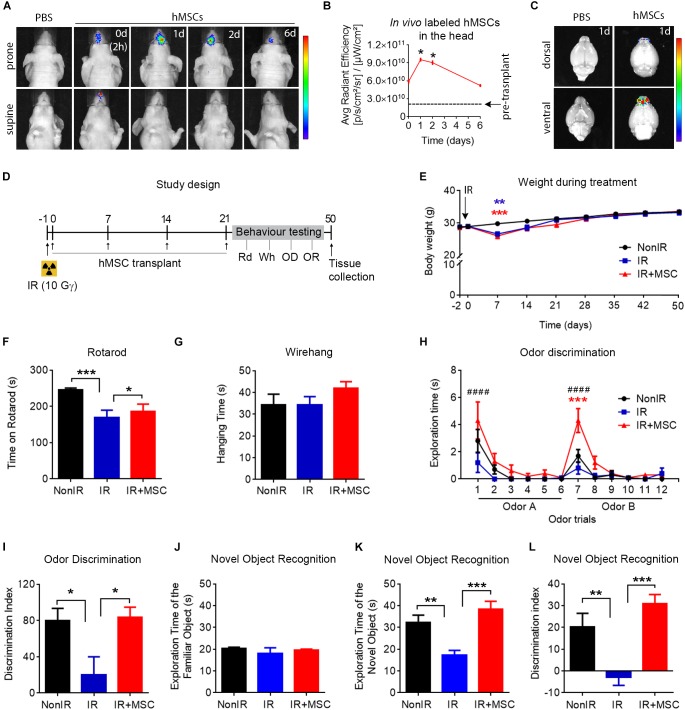
Transplanted hMSCs improved neurological function after whole-brain radiation. **(A)** Representative images showing *in vivo* fluorescence signal in the head at 2 h, 1 day, 2 days, and 6 days after the first intranasal cell delivery (5 × 10^5^ hMSCs). **(B)** Quantification of the *in vivo* fluorescence signal in the head within the first 6 days post transplantation, compared to day 0 (2 h after hMSC delivery). **(C)** *In vivo* fluorescence signal in dissected brains 1 day after intranasal delivery of hMSCs. **(D)** Schematic representation of the study design. Mice received whole-brain radiation (total dose of 10 Gy). Twenty-four hours after radiation, 5 × 10^5^ cells hMSCs were administered intranasally once per week for 4 weeks. Then, mice were tested in a behavioral test battery (Rotarod, Rd on days 33–34; Wirehang, Wh on day 35; Odor discrimination task, OD on day 37; Novel Object Recognition test, OR on days 40–44) before being sacrificed. **(E)** Body weight during the course of the experiment revealing a temporary weight loss in irradiated mice (receiving or not hMSCs) the week after radiation exposure. **(F)** Rotarod test performance showing an improvement in IR+MSC mice, as compared to IR mice. **(G)** Wirehang test performance showing no differences between any experimental group. **(H)** Time spent sniffing the stimuli (Odor A and Odor B) in an odor discrimination task. **(I)** Discrimination index of Odor A and Odor B (presentation 6 vs. presentation 7), showing a rescued OD performance in IR+MSC mice. **(J)** Exploration time of the familiar object in the Novel Object Recognition test. **(K)** Exploration time of the novel object in the Novel Object Recognition test. **(L)** Discrimination index between familiar and novel object, showing a rescued OR performance in IR+MSC mice. Data are represented as mean ± SEM. *n* = 3 per group **(B)**, *n* = 10–15 per group **(E–L)**. Comparisons of IR or IR+MSC versus Non-IR are indicated with ^∗^. Comparisons of IR+MSC versus IR are indicated with ^#^. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001, ^####^*p* < 0.0001; One-way ANOVA **(B,F,G,I–L)**, Two-way repeated-measures ANOVA **(E,H)**. Rainbow color scale: red indicates highest fluorescence signal and blue indicates lowest fluorescence signal.

### Transplanted hMSCs Improved Neurological Function After Whole-Brain Radiation

We then examined whether intranasally delivered hMSCs could ameliorate neurological function in whole-brain irradiated mice. For this, animals were randomly assigned to three experimental groups: Non-irradiated mice receiving PBS (NonIR), irradiated mice receiving PBS (IR) and irradiated mice receiving hMSCs (IR+MSC). hMSC treatment (a dose of cells per week during 4 consecutive weeks) was initiated 24 h after radiation (Figure 2D). First, body weight was monitored during the course of the experiment (Figure 2E) as indicative of animal health status. We found a significant weight loss the week after radiation in IR and IR+MSC mice that was rapidly recovered, reaching the values of NonIR animal by 2-weeks post-irradiation. Then, animals were subjected to serial behavior testing to evaluate motor coordination (rotarod), muscle strength (wirehang), olfaction (odor discrimination task; OD) and cognition (novel object recognition test; OR). The IR group showed poor rotarod performance, as compared to NonIR and IR+MSC mice (Figure 2F). Wirehang performance was not different between any experimental group, indicating that results from rotarod were not influenced by muscle strength (Figure 2G). Then, mice were subjected to OD test. IR mice showed impaired ability to discriminate between two odorants, as compared to the Non-IR group, while hMSC treatment rescued OD performance (Figure 2H,I). Finally, mice were tested to the OR task. Exploration time of the familiar object was not different between any experimental groups, while exploration time of the novel object was reduced in IR mice, as compared to the other groups (Figure 2J,K). The discrimination index indicated that both, NonIR and IR+MSC mice exhibited a similar preference for the novel object (Figure 2L). These observations demonstrated a robust effect of hMSC treatment on neurofunctional recovery after radiation.

### The Gene Expression Profile of the Irradiated Brain Was Modulated by hMSC Transplantation

After behavioral testing (i.e., at day 50 post-radiation; Figure 2D), all mice were sacrificed and brain tissue was collected to evaluate the molecular and cellular changes induced by hMSC administration. First, a group of mice was used to characterize genome-wide gene expression modulations in the PLv and Hipp, which contain the neurogenic niches. 

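Gene expression was measured on 18 Clariom S Mouse arrays, which carry whole-transcript probe sets, from the tissue around the lateral ventricle (PLv) and from the hippocampus (Hipp) of male athymic nude mice. Each of the 2 tissues had 3 groups of 3 mice, with 1 array per mouse and tissue and no pooling of RNA. NonIR mice received no radiation, and the paper states that they were given PBS, whereas the sample labels call them untreated. IR mice received 10 Gy of cranial radiation in 2 fractions of 5 Gy, starting at 2 months of age. IR+MSC mice received the same radiation and 4 weekly intranasal doses of 500000 human mesenchymal stem cells, the first at 24 h after radiation. Brain tissue was collected on day 50 after radiation. The paper's methods give 100 ng of RNA and the GeneChip WT PLUS protocol for each array, whereas the sample labels give 2 ng and the GeneChip WT Pico kit. The authors processed the scans in Transcriptome Analysis Console with default parameters, and the deposited values are RMA values on the log2 scale. The 2 tissues had been normalized in separate sets, since 22 of 23 background control probe sets held a single value in at least 7 arrays of the PLv, 17 did so in the Hipp, and none shared its commonest value between tissues. Levels were therefore compared only within a tissue. Of 28846 probe sets, 6640 controls were left out and 22206 were tested, of which 19572 carry a gene symbol. Arrays have no sequencing depth, and the number of mice limits the precision. The median of the tested probe sets lay between 5.99 and 6.09 in the PLv arrays and between 6.21 and 6.25 in the Hipp arrays. The level that 5% of the negative control probe sets exceed was 7.73 in the PLv and 7.61 in the Hipp, and 37.4% and 40.6% of the tested probe sets lay above it. A gene whose group means lie under that level is near background. Each pair of groups was compared with limma, fitted to the 9 arrays of a tissue with the group as the only factor, and p-values were adjusted over the 22206 probe sets. No gene passed an adjusted p under 0.05 in any of the 6 comparisons, so single genes are given with their log2 difference, its standard error (SE) and an unadjusted p from this two-sided test. An unadjusted p under 0.05 is reached by 1110.3 probe sets by chance alone. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 174 list tests. Of these, 36 passed an adjusted p under 0.05. None passed with an estimated correlation, where the smallest adjusted p was 0.222, or with fry, where it was 0.127.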

Principal component analysis (PCA) showed a distinct global transcriptional profile in the PLv and Hipp of IR mice, as compared to NonRx animals, while it was less evident in samples of animals receiving hMSCs (Figure 3A,B). 

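In the PLv, genes of cell division, replication-dependent histone genes and genes of new neurons fell in both groups of irradiated mice. Between IR and NonIR mice, their median log2 differences were -0.54 over 37 genes, -0.65 over 30 genes and -0.57 over 18 genes. In the Hipp, genes of the leptomeninges, the membranes that cover the brain, rose in IR mice with a median log2 difference of 1.04 over 26 genes. Immediate early genes, which neurons transcribe soon after they are activated, fell in the Hipp of IR and IR+MSC mice with medians of -0.78 and -0.73 over 15 genes. These calls come from camera at the preset correlation. None held with an estimated correlation, where the smallest adjusted p was 0.222. In the PLv, 6 lists passed camera in IR and 7 in IR+MSC against NonIR mice, where other splits of the same mice passed up to 8 and 9. In the Hipp 8 and 3 passed, where other splits passed up to 5 in each comparison. The number of calls thus sets the real groups apart in neither PLv comparison, nor in the Hipp of IR+MSC mice.

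Pbk, a kinase of mitotic cells, was 5.83 ± 0.64 (SD, n = 3) in the PLv of NonIR mice, 3.36 ± 0.33 in IR mice and 3.42 ± 0.38 in IR+MSC mice on the log2 scale. The proliferation marker Mki67 was 5.65 ± 0.23, 4.27 ± 0.28 and 4.43 ± 0.39 in the same order, and both transcripts lie near background. The histone gene H2ac8, well above background, was 9.80 ± 0.36, 8.49 ± 0.26 and 8.41 ± 0.12. Dlx2, a transcription factor of newborn interneurons, was 9.98 ± 0.41, 8.25 ± 0.31 and 8.53 ± 0.73. The differences between IR and NonIR mice were -2.47 for Pbk (SE 0.32), -1.39 for Mki67 (SE 0.24), -1.31 for H2ac8 (SE 0.22) and -1.73 for Dlx2 (SE 0.34), with adjusted p-values of 0.155, 0.287, 0.287 and 0.309 from limma. Dcx, the marker of migrating neuroblasts, was lower by -0.93 in IR mice and -0.87 in IR+MSC mice (unadjusted p = 0.00574 and 0.00831), near background as well. Of the 37 cell division genes, 17 were lower and 1 was higher in IR mice at an unadjusted p under 0.05, and 14 were lower when adjusted over the list alone. All 17 of the 30 histone genes that were lower, and none higher, also passed when adjusted over the list alone. Among them, H3c14 and H3c15 had the same fold and p in both comparisons with NonIR mice. The histone genes are therefore not all separate measurements, though the counts and the camera p treat them so. Of the 18 genes of new neurons, 9 were lower and none was higher, with 6 lower when adjusted over the list alone. The adjusted p from camera was 2.74e-18, 2.37e-17 and 2.29e-08 for the 3 lists. With an estimated correlation, the adjusted p was 0.222, 0.351 and 0.299. Between IR+MSC and NonIR mice the medians were -0.37, -0.65 and -0.44, with an adjusted p of 3.32e-10, 1.15e-23 and 4.35e-05. These were 0.299, 0.299 and 0.379 with an estimated correlation. In the mean of the cell division genes and in that of the histone genes, every NonIR mouse lay above all 6 irradiated mice (exact permutation test, two-sided, p = 0.0119, the smallest that 84 splits allow). In the mean of the new neuron genes, IR+MSC mouse 1 lay above NonIR mouse 2 (exact permutation test, two-sided, p = 0.0238). Adjusted over all lists tested in this way in both tissues, these p-values were 0.173 and 0.276.

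**Figure D1:**
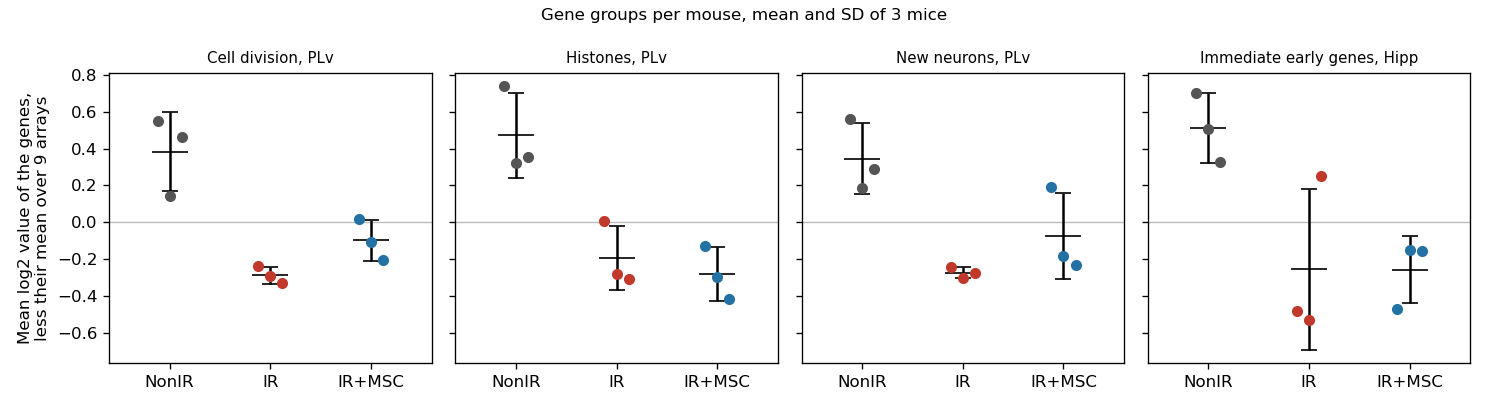
Mean log2 value of the genes of a list in each mouse, less the mean over the 9 arrays of the tissue, for cell division, histone and new neuron genes in the PLv and immediate early genes in the Hipp. Points are mice, and bars give the mean and SD of the 3 mice of a group. NonIR mice lie above all 6 irradiated mice for the cell division and histone genes of the PLv and for the immediate early genes of the Hipp.

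In the Hipp, Zic1, a transcription factor of meningeal and septal cells, was 8.25 ± 0.49 (SD, n = 3) in NonIR and 10.40 ± 0.71 in IR mice. Ptgds, a prostaglandin synthase made by the meninges, was 14.39 ± 0.82 and 16.18 ± 0.64. Of the 26 leptomeningeal genes, 15 were higher and none was lower in IR mice, and the same number passed when adjusted over the list alone. The list's adjusted p was 2.83e-17, and 0.351 with an estimated correlation. The study's tables of these arrays print 12 of its members, and the other 14 had a median of 0.44. Egr1, an activity-induced transcription factor, was 14.50 ± 0.29 (SD, n = 3) in NonIR, 13.59 ± 0.28 in IR and 13.77 ± 0.09 in IR+MSC mice. Of the 15 immediate early genes, 9 were lower in IR and 10 in IR+MSC mice, all of them also when adjusted over the list alone, and none was higher. Their adjusted p was 4.76e-10 and 3.97e-11, and 0.351 in both comparisons with an estimated correlation.

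Over all 22206 probe sets, the first 3 principal components held 16.8%, 15.2% and 13.6% of the variance in the PLv and 18.0%, 15.7% and 12.7% in the Hipp. The groups accounted for 27.1% of the variance in the PLv (exact permutation test over 280 splits, one-sided, p = 0.0643) and for 26.8% in the Hipp (p = 0.114), where splits without a difference give 25%. The exact permutation p was under 0.05 in the PLv without IR replicate 1 (0.00714) or IR replicate 3 (0.0429), and in the Hipp without NonIR replicate 2 (0.0107) or with the probe sets below the median left out (0.0179). The distance between the centroids of IR and NonIR mice was 44.0 in the PLv, and that between IR+MSC and NonIR mice was also 44.0 (difference 0.0173, exact permutation test, two-sided, p = 1). In the Hipp the distances were 43.3 and 42.0 (difference 1.36, exact permutation test, two-sided, p = 0.3, the smallest possible being 0.1). IR+MSC and IR mice lay 41.4 apart in the PLv and 40.0 in the Hipp, so every pair of groups was about as far apart.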

Gene-expression profiling revealed that the vast majority of the genes whose expression was significantly up-regulated (∼81.3%) or down-regulated (∼76.8%) by radiation or radiation plus hMSCs in each tissue were specific to the tissue and experimental condition, indicating an overall distinct expression profile (Figure 3C,D). 

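Csf1r, the receptor on which microglia depend for survival, was lower in both tissues of both irradiated groups. In the PLv it was 10.63 ± 0.22 (SD, n = 3) in NonIR, 9.28 ± 0.13 in IR and 9.65 ± 0.53 in IR+MSC mice on the log2 scale. In the Hipp it was 10.87 ± 0.32, 9.26 ± 0.24 and 10.10 ± 0.75. Its adjusted p from limma in IR and IR+MSC mice was 0.304 and 0.597 in the PLv, and 0.526 and 0.816 in the Hipp. Over 17 genes of resting microglia, Csf1r among them, the mean differed by -0.09 between irradiated and NonIR mice in each tissue. The exact permutation test (two-sided) gave p = 0.369 in the PLv and 0.25 in the Hipp. Csf1r was 1 of 19 probe sets lower in all 4 comparisons with NonIR mice at an unadjusted p under 0.05. The 5 genes higher in all 4 were Calb1, Hars2, Ifit3, Mppe1 and Pdyn, which are named here because of their values. Hars2 lies near background in both tissues, and Mppe1 and Pdyn do in the Hipp. Mfap2, a protein of elastic microfibrils, was 4.83 ± 0.24 in the PLv of IR and 7.08 ± 0.38 in that of NonIR mice, near background in both. Tnfaip3, an inhibitor of NF-κB signaling, was 6.99 ± 0.20 in the Hipp of IR, 7.38 ± 0.32 in that of IR+MSC and 8.58 ± 0.33 in that of NonIR mice.

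At an unadjusted p under 0.05 from limma, 621 probe sets were higher and 787 lower in the PLv of IR mice than in that of NonIR mice, and 588 were higher and 804 lower in that of IR+MSC mice. In the Hipp, 594 were higher and 854 lower in IR mice, and 593 were higher and 756 lower in IR+MSC mice. None of these passed an adjusted p under 0.05, and the smallest adjusted p over the 4 comparisons was 0.155. In all, 2007 probe sets were higher in at least 1 of the 4 comparisons, and 1660 of them (82.7%) in 1 only. Of 2526 that were lower, 1946 (77.0%) were so in 1 only. In 20 simulations with no difference between the groups, which also shared their NonIR arrays, these shares averaged 83.5% (range 81.8% to 85.5%) and 84.1% (range 82.7% to 85.5%). Lower genes overlapped more than in those simulations, which drew each gene independently. Genes that vary together on real arrays can give wider ranges, so the excess alone does not show a shared response to radiation. In the PLv, 255 were lower in both IR and IR+MSC mice, where the simulations averaged 138 (range 116 to 167). In the Hipp, 246 were, where they averaged 140 (range 121 to 157). For higher genes the overlaps were 149 in the PLv and 146 in the Hipp, with simulated averages of 148 and 139. Between tissues, 89 probe sets were lower in IR mice in both, where independent lists would share 30.3, and 36 were higher in both, where they would share 16.6. In IR+MSC mice the numbers were 72 against 27.4 and 38 against 15.7. Genes that vary together, or tissues taken from the same mice, can raise these overlaps too, so they do not show a shared response to radiation. Tested directly over the 18 arrays, no probe set differed between the tissues in its response at an adjusted p under 0.05 from limma, either in IR or in IR+MSC mice, while 1206 and 1113 did so at an unadjusted p under 0.05. The separate normalization of the 2 tissues enters that test.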

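In the PLv of IR+MSC mice, Cd46, a regulator of complement, was 6.73 ± 0.33 (SD, n = 3) on the log2 scale, and 5.30 ± 0.39 in that of IR mice. Adck2, a kinase-like protein of mitochondria, was 5.48 ± 0.17 and 4.42 ± 0.17. Ptgfr, the receptor of prostaglandin F, was 3.89 ± 0.40 and 2.65 ± 0.48. Among the lower genes were Olfr390, an olfactory receptor, at 2.38 ± 0.15 in IR+MSC and 3.64 ± 0.13 in IR mice, Vmn1r228, a vomeronasal receptor, at 3.88 ± 0.67 and 5.34 ± 0.52, and Fstl1, a secreted glycoprotein, at 6.09 ± 0.97 and 7.22 ± 0.60. All 6 lie near background. The log2 differences were 1.43 for Cd46 (SE 0.28), 1.06 for Adck2 (SE 0.18) and -1.26 for Olfr390 (SE 0.18), with adjusted p-values of 0.632, 0.260 and 0.175 from limma. In the Hipp, Bcas1, a marker of myelin-forming oligodendrocytes, was 11.46 ± 0.27 (SD, n = 3) in IR+MSC and 10.55 ± 0.42 in IR mice. Acvr1c, a receptor of the activin family, was 4.23 ± 1.92 and 6.35 ± 0.79, near background, and Mgp, an inhibitor of calcification, was 7.07 ± 0.63 and 8.41 ± 0.88. The differences were 0.90 (SE 0.27), -2.12 (SE 0.94) and -1.33 (SE 0.47), with an unadjusted p of 0.00615, 0.0464 and 0.0165.

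Between IR+MSC and IR mice, 568 probe sets were higher and 643 lower in the PLv at an unadjusted p under 0.05 from limma, 1211 in all. In the Hipp, 574 were higher and 476 lower, 1050 in all. None passed an adjusted p under 0.05, and the smallest adjusted p was 0.175 in the PLv and 0.476 in the Hipp. A fold change of at least 2 was reached by 59 and 51 of them. The groups' mice did not overlap at all in 10.5% of the probe sets in the PLv and in 11.3% in the Hipp, where chance gives 10%. Of the called probe sets, 74.5% in the PLv and 68% in the Hipp lay near background. Olfactory, vomeronasal and bitter taste receptors, which brain tissue largely does not express, serve as a gauge of the threshold. Of their 1449 probe sets, 5.38% passed it in the PLv and 6.21% in the Hipp, against 5.45% and 4.73% of all probe sets. With the methods' t-test, 3.24% and 3.66% of the receptors passed.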

The analysis of genes significantly modulated in the comparison IR+MSC versus IR indicated that 1210 genes were differentially expressed in the PLv and 1050 in the Hipp (Figure 3E,F and Supplementary Tables 2, 3). Of these, Calretinin (Calb2), a calcium-binding protein that plays a role in neuron excitability, was among the most up-regulated transcripts in the PLv of IR+MSC mice. 

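Calb2 was 7.62 ± 1.15 (SD, n = 3) on the log2 scale in the PLv of IR+MSC mice, 5.66 ± 0.82 in IR mice and 7.19 ± 0.84 in NonIR mice. It was thus lower in IR mice than in NonIR mice by -1.52 (SE 0.58, unadjusted p = 0.0239), and in IR+MSC mice it lay 1.95 above IR mice (SE 0.58, unadjusted p = 0.00628). Adjusted over all probe sets, the latter p was 0.890. Each IR+MSC mouse had a higher value than each IR mouse, and the group means in the PLv lie near background. In the Hipp, where the transcript is abundant, Calb2 was 10.70 ± 0.61 and 10.64 ± 0.70. As folds of group means, Calb2 was 3.87-fold higher in the PLv, where only Kansl1l was further from 1 among the study's named entries that were higher. Kansl1l, a homolog of a subunit of a histone acetyltransferase complex, was 8.60 ± 0.98 in IR+MSC and 6.53 ± 1.26 in IR mice, a fold of 4.18. Resp18, an endocrine secretory protein, was 6.92 ± 0.85 and 5.26 ± 0.31, a fold of 3.16 near background. Calb2 also marks a class of newborn olfactory interneurons. The 18 genes of new neurons, of which it is one, had a median log2 difference of 0.13 between IR+MSC and IR mice, with an adjusted p of 0.195 from camera. Only 1 of them was higher at an unadjusted p under 0.05, and none was lower or passed when adjusted over the list alone. Dcx was 6.47 ± 0.13 in IR+MSC and 6.42 ± 0.25 in IR mice. Genes of cell division rose by a median of 0.17 over 37 genes (adjusted p = 0.0222). With an estimated correlation, the adjusted p was 0.583, and the call was lost without IR+MSC replicate 1 (0.07, adjusted p = 0.141), IR replicate 2 (0.0519) or IR replicate 3 (0.111), and without the members printed in the study's tables (0.110). Of these 37 genes 2 were higher, 1 of them also when adjusted over the list alone, and 1 was lower. Mki67 was 4.43 ± 0.39 and 4.27 ± 0.28. Dcx and Mki67 lie near background.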

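In the Hipp of IR+MSC mice, Aox1, an oxidase of aldehydes and drugs, was 6.39 ± 0.46 (SD, n = 3) on the log2 scale. It was 4.93 ± 0.26 in IR mice and 5.23 ± 0.46 in NonIR mice. The difference between IR+MSC and IR mice was 1.46 (SE 0.28, unadjusted p = 3.37e-04), with an adjusted p of 0.832. Tgtp2, a GTPase induced by interferon, was 4.74 ± 0.25 in IR+MSC, 3.21 ± 0.47 in IR and 4.52 ± 1.58 in NonIR mice. Its difference between IR+MSC and IR mice was 1.53 (SE 0.60, unadjusted p = 0.0281), with an adjusted p of 0.929. For both genes each IR+MSC mouse lay above each IR mouse, and both lie near background. As folds of group means these are 2.76 for Aox1 and 2.89 for Tgtp2. In the PLv, Aox1 differed by 0.60 (SE 0.50, unadjusted p = 0.255) and Tgtp2 by 0.71 (SE 0.84, unadjusted p = 0.414).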

The T cell specific GTPase 2 (Tgtp2), a member of the immune-related p47 GTPases, and the aldehyde oxidase 1 (Aox1), involved in Phase I metabolism of xenobiotics, were among the most highly over-expressed genes in the Hipp of IR+MSC mice. Several genes were similarly regulated in the PLv and Hipp of IR+MSC mice when compared to IR samples, suggesting that the modulation of these genes might contribute to the aforementioned improvements in neurological function after radiation (Figure 3G). Of these, the down-regulation of the formyl peptide receptor 1 (Fpr1) was particularly interesting since this gene is a member of the family of receptors for neutrophil chemotactic factors. 

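Slco1a4, a transporter of the blood-brain barrier, was among the genes higher in both tissues, at 10.63 ± 0.27 (SD, n = 3) on the log2 scale in the PLv of IR+MSC and 10.07 ± 0.09 in that of IR mice, and 10.73 ± 0.56 and 9.99 ± 0.28 in the Hipp. Abcb1a, the drug efflux pump of the same cells, was higher by 0.57 (SE 0.25) in the PLv and 0.66 (SE 0.29) in the Hipp, and Mcam, an adhesion molecule of vessels, by 0.87 (SE 0.31) and 0.94 (SE 0.29). Tmem267, a membrane protein, was 7.90 ± 0.20 (SD, n = 3) in IR and 8.89 ± 0.59 in IR+MSC mice in the PLv, where NonIR mice had 9.07 ± 0.61. In the Hipp it was 8.29 ± 0.23, 9.62 ± 0.37 and 9.24 ± 0.10 in the same order. Lower in both tissues were Gba2, a glucosylceramidase, by -0.67 (SE 0.19) in the PLv and -0.65 (SE 0.18) in the Hipp, and Hbegf, a growth factor of the EGF family, by -0.60 (SE 0.20) and -0.68 (SE 0.24), the latter gene near background. In all, 26 probe sets were higher in both tissues at an unadjusted p under 0.05 from limma, 25 of them with a gene symbol, and 19 were lower, 11 of them with a symbol and 3 others with identical values. Independent lists of the same lengths would share 14.7 and 13.8. Genes that vary together, or tissues taken from the same mice, can share more without a response to the cells. The 45 in all became 28 with the methods' t-test and 15 with a fold of at least 1.5. Another 29 probe sets differed in opposite directions in the 2 tissues, where independent lists would give 28.8. None of the 45 shared probe sets passed an adjusted p under 0.05 in either tissue. Several of the higher ones are near-identical predicted zinc finger genes, whose probes can bind each other's transcripts. From the genes regulated alike in the PLv and the Hipp (Figure 3G), the paper proposes that their modulation might contribute to the improvements in neurological function after radiation.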

Subsequent analysis using IPA indicated that several pathways involved in metabolite degradation were significantly modulated in the PLv of IR+MSC mice when compared to IR mice (Figure 3H and Supplementary Figures 2, 3). 

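Enzymes that degrade foreign compounds and hormones differed in both directions in the PLv of IR+MSC mice. Cyp2j6, a cytochrome P450, was 8.88 ± 0.20 (SD, n = 3) on the log2 scale in IR+MSC and 8.34 ± 0.05 in IR mice. Cyp2b10 was 4.00 ± 0.14 and 3.33 ± 0.28, and Ugt2b1, a glucuronosyltransferase, was 3.29 ± 0.41 and 2.70 ± 0.13. Cyp2c37 was lower, at 4.35 ± 0.31 and 4.92 ± 0.14. All but Cyp2j6 lie near background. The cytochrome P450, glucuronosyltransferase and sulfotransferase families that degrade melatonin were tested as 1 list of 56 genes, since the gene sets of IPA are not part of the deposited data. Of these, 3 were higher and 4 lower at an unadjusted p under 0.05, and none passed when adjusted over the list alone. The median difference was -0.01, with an adjusted p of 0.875 from camera. The 19 antioxidant and NRF2-regulated genes had a median of 0.08 and an adjusted p of 0.546, and none of them reached an unadjusted p under 0.05.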

In the Hipp, the focal adhesion kinase (FAK) signaling, a key regulator of cell movement, was the most significantly modulated pathway (Figure 3I and Supplementary Figures 2, 3). 

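Several genes of FAK signaling were higher in the Hipp of IR+MSC mice than in that of IR mice. Pxn, which encodes the focal adhesion scaffold paxillin, was 7.80 ± 0.09 (SD, n = 3) on the log2 scale in IR+MSC and 7.15 ± 0.20 in IR mice. Tln1, which encodes talin and links integrins to actin, was 9.83 ± 0.16 and 9.39 ± 0.02. Rras2, a small GTPase, was 9.61 ± 0.17 and 9.09 ± 0.26, and Capn3, a calpain protease, was 7.74 ± 0.74 and 6.60 ± 0.49. Nras was lower, at 8.44 ± 0.27 and 9.00 ± 0.10. The differences of Pxn, Tln1 and Nras were 0.66 (SE 0.21), 0.43 (SE 0.18) and -0.56 (SE 0.18), with an unadjusted p of 0.00971, 0.0370 and 0.0101. Of 81 measured genes of FAK signaling, 7 were higher and 2 were lower at an unadjusted p under 0.05, and none passed when adjusted over the list alone. Over the list, the median difference was 0.02 and the adjusted p from camera 0.492. In the PLv, Capn1 was lower and no member was higher, with a median of 0.04 and an adjusted p of 0.837. The test of the difference between the tissues, which had been normalized separately, gave an adjusted p of 0.816.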

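With camera at the preset correlation, interferon-induced genes rose in the PLv and in the Hipp of IR+MSC mice, but not with an estimated correlation. Over 43 measured genes, the median log2 difference between IR+MSC and IR mice was 0.25 in the PLv and 0.20 in the Hipp. In the PLv, Lgals3bp, a secreted glycoprotein, was 8.20 ± 0.31 (SD, n = 3) in IR+MSC and 7.09 ± 0.12 in IR mice, Usp18, which removes the ubiquitin-like modifier ISG15 from proteins, was 5.20 ± 0.17 and 4.31 ± 0.15, and Ifit2, which binds viral RNA, was 6.52 ± 0.17 and 5.58 ± 0.60. In the Hipp, the guanylate-binding protein genes Gbp2 and Gbp3 were 6.06 ± 0.58 and 6.21 ± 0.41 in IR+MSC mice and 5.08 ± 0.21 and 5.34 ± 0.04 in IR mice. Trim30a, a ubiquitin ligase of innate immunity, was higher by 0.69 (SE 0.23) in the PLv and 1.13 (SE 0.26) in the Hipp. All of these but Lgals3bp lie near background in the groups and tissues named.

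In each tissue, 5 of the 43 genes were higher and none was lower at an unadjusted p under 0.05, and 3 in the PLv and 1 in the Hipp were higher when adjusted over the list alone. The list's adjusted p from camera was 4.64e-04 in the PLv, where the median was 0.16 without IR replicate 2, and 6.39e-04 in the Hipp. With an estimated correlation, the adjusted p was 0.517 and 0.583. Between IR+MSC and IR mice, 4 lists passed camera in the PLv and 7 in the Hipp. Other splits of the same mice passed up to 10 and 9, so camera calls in this comparison do not set the real groups apart. The difference between the tissues, which had been normalized separately, had an adjusted p of 0.960. Between IR and NonIR mice the list had a median of -0.10 in the PLv (adjusted p = 0.841) and of 0.05 in the Hipp (adjusted p = 0.753), where the mean was -7.16e-04. Between IR+MSC and NonIR mice it rose by a median of 0.14 in the PLv (adjusted p = 0.00253) and 0.16 in the Hipp (adjusted p = 1.66e-04), with an adjusted p of 0.583 in both with an estimated correlation. In the PLv the median was 0.07 without IR+MSC replicate 1 and 0.09 without NonIR replicate 1, in the Hipp it was 0.28 without NonIR replicate 2 and 0.03 without NonIR replicate 3, and in both tissues the mean of NonIR mouse 2 lay among those of the IR+MSC mice. The study's tables print 5 of the 43 genes. Without these, the list's adjusted p between IR+MSC and NonIR mice was 0.110 in the PLv. In the Hipp, Ifit3, an antiviral RNA-binding protein, was 9.15 ± 0.39 (SD, n = 3) in IR+MSC, 8.47 ± 0.12 in IR and 7.51 ± 0.71 in NonIR mice.

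**Figure D2:**
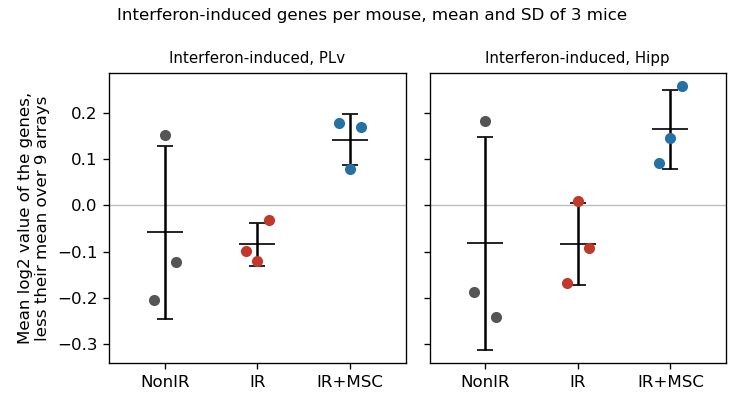
Mean log2 value of 43 interferon-induced genes in each mouse, less the mean over the 9 arrays of the tissue, in the PLv and the Hipp. Points are mice, and bars give the mean and SD of the 3 mice of a group. The 3 IR+MSC mice lie above the 3 IR mice in both tissues, and the NonIR mice spread over both.

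Of the 56 enzymes of the families that degrade melatonin, Cyp3a13 (0.62, SE 0.24) and Ugt2b37 (0.57, SE 0.17) were higher and Sult1a1 (-0.76, SE 0.29) was lower in the Hipp of IR+MSC mice than in that of IR mice, and these 3 lie near background there. The median of the 56 in the Hipp was 0.10, with an adjusted p of 0.0918. Without IR replicate 1 of the Hipp, the median was 0.16 and the adjusted p 0.00900.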

Remarkably, several pathways involved in immune-related processes and melatonin degradation were altered in both, the PLv and the Hipp of IR+MSC mice when compared to IR mice (Figure 3H,I and Supplementary Figures 2, 3). 

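Chemokines and receptors of chemoattractants rose slightly in the Hipp of IR+MSC mice, with a median log2 difference from IR mice of 0.09 over 48 genes. Ccl8, a chemokine that attracts monocytes, was 4.15 ± 0.13 (SD, n = 3) in IR+MSC and 3.25 ± 0.25 in IR mice. Cxcl5, which attracts neutrophils, was 3.30 ± 0.08 and 2.68 ± 0.22. The receptor Ccr3 was 6.08 ± 0.41 and 5.32 ± 0.19, and the receptor Ccr7 was higher by 0.52 (SE 0.17). All 4 transcripts lie near background. In the Hipp 6 of the 48 genes were higher, 1 of them also when adjusted over the list alone, and none was lower. The list's adjusted p was 0.0330. With an estimated correlation, the adjusted p was 0.583. The call was also lost without IR+MSC replicate 3 (adjusted p = 0.0917), IR replicate 1 (0.151, with a median of 0.03) or IR replicate 3 (0.117), after quantile normalization (0.0730) and without the 2 members printed in the study's tables (0.0609). Without IR+MSC replicate 1 or IR replicate 2 the median was 0.15. In the PLv, Ccl7 was 4.20 ± 0.07 (SD, n = 3) and 3.55 ± 0.42, Cxcl13, which attracts B cells, was 6.96 ± 0.96 and 6.00 ± 0.60, and the receptor Ccr8 was lower, at 2.92 ± 0.19 and 3.64 ± 0.46, all 3 near background. There the median was 0.01 and the adjusted p 0.659. The difference between the tissues, which had been normalized separately, had an adjusted p of 0.402.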

A modulation of genes involved in immune response and chemotaxis was also found by Gene Ontology (GO) enrichment analysis using Database for Annotation, Visualization and Integrated Discovery (DAVID) (Supplementary Figure 4). 

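Markers of endothelial cells rose between IR and IR+MSC mice in the PLv and the Hipp. Flt1, a receptor of vascular endothelial growth factor, was 10.07 ± 0.20 (SD, n = 3) on the log2 scale in the PLv of IR+MSC and 9.39 ± 0.31 in that of IR mice. The 17 endothelial genes had a median difference of 0.22 in the PLv (adjusted p = 0.0117) and 0.34 in the Hipp (adjusted p = 5.92e-04), with 3 genes higher and none lower at an unadjusted p under 0.05 in each tissue and none past it when adjusted over the list alone. With an estimated correlation, the adjusted p was 0.583 in both. The call in the PLv was lost without IR replicate 3 (a median of 0.13, adjusted p = 0.284), and that in the Hipp without IR+MSC replicate 1 (0.24, adjusted p = 0.0657) or IR replicate 3 (0.11, adjusted p = 0.101). Without IR+MSC replicate 1 the median in the PLv was also 0.13.

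Csf1r was higher in the Hipp of IR+MSC mice than in that of IR mice by 0.84 (SE 0.33, unadjusted p = 0.0274). The 17 genes of resting microglia had a median of 0.14 in the PLv (adjusted p = 0.0887) and 0.12 in the Hipp (adjusted p = 0.157). Genes of activated microglia and inflammation, 23 in number, had medians of 0.01 and 0.08 (adjusted p = 0.941 and 0.768). For 9 genes of MHC class II the medians were 0.09, with a negative mean of -0.02, and 0.22 (adjusted p = 0.875 and 0.221). For 19 genes of reactive astrocytes they were 0.22 and 0.06 (adjusted p = 0.696 and 0.440). For 16 genes of T, B and NK cells they were 0.04, with a mean of -0.03, and 0.02 (adjusted p = 0.909 and 0.228). For 13 genes of neutrophils they were -0.13 and 0.10 (adjusted p = 0.263 and 0.875). None of these immune and glial lists passed the test in either tissue, and no test compared them with the endothelial genes.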

The overall interpretation of these results is that hMSC transplantation modulates genetic pathways associated with inflammation, immune system and cell motility in mice.

**FIGURE 3:**
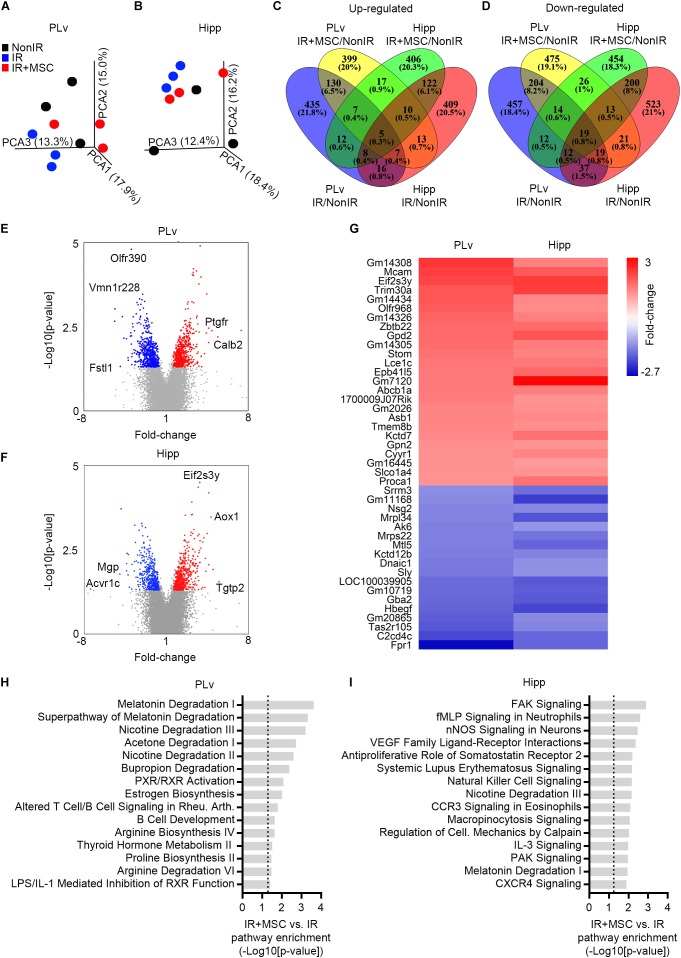
The gene expression profile of the irradiated brains was modulated by hMSC transplantation. **(A)** PCA of genes expressed in the PLv. Plots represent individual samples. **(B)** PCA of genes expressed in the Hipp. Plots represent individual samples. **(C)** Venn diagrams showing the number and percentage of significantly up-regulated genes between the different tissues (PLv and Hipp) and different experimental groups (IR vs. NonIR and IR+MSC vs. NonIR). **(D)** Venn diagrams showing the number and percentage of significantly down-regulated genes between the different tissues (PLv and Hipp) and different experimental groups (IR vs. NonIR and IR+MSC vs. NonIR). **(E)** Volcano plot showing the fold change and statistical significance of genes expressed in the comparison IR+MSC vs. IR in the PLv. **(F)** Volcano plot showing the fold change and statistical significance of genes expressed in the comparison IR+MSC vs. IR in the Hipp. **(G)** Heat map depicting relative expression levels of shared significantly modulated genes in IR+MSC as compared to IR in PLv and Hipp. **(H)** Comparison of canonical pathways significantly altered in the PLv of IR+MSC as compared to IR using the IPA platform. **(I)** Comparison of canonical pathways significantly altered in the Hipp of IR+MSC as compared to IR using the IPA platform. *n* = 3 per group.

### hMSC Administration Attenuates Radiation-Induced Persistent CREB Activation

The protective effect of hMSC administration in the PLv and Hipp 50 days post-radiation (Figure 2D) was further evaluated by examining CREB signaling, a key mediator of neuroprotection (Figure 4A–D). We observed a persistent activation of the transcription factor cAMP response element-binding (CREB) through phosphorylation at Ser133 in IR mice, which mediates neuroprotection in brain injury. CREB activation was accompanied by increased expression of the CREB-binding protein (CBP), a protein required to initiate transcriptional regulations mediated by CREB. Interestingly, hMSC treatment normalized the increased levels of the active isoform of CREB (PLv: IR+MSC vs. NonIR, *p*-value = 0.0565; Hipp: IR+MSC vs. NonIR, *p*-value = 0.0065). Consistently, the PLv of IR+MSC mice exhibited lower levels of phosphorylated ERK1/2 at Thr202/Tyr204, a well-known activator of CREB, when compared to IR mice. In contrast, levels of the Ser9 phospho-inactive isoform of GSK3β, an inhibitor of CREB, were reduced in the PLv of IR+MSC mice. Interestingly, phospho-Ser9 GSK3β levels in the Hipp were similar between the different experimental groups, despite the fact that phospho-Ser473 Protein Kinase B (AKT) levels were increased in IR mice, as compared to the other groups. Furthermore, the brain-derived neurotrophic factor (BDNF), a downstream target of CREB, was up-regulated in the Hipp of mice receiving radiation. However, MSC treatment did not rescue BNDF levels. Together, these results indicate that radiation-induced damage response was down-regulated in IR+MSC mice, suggesting that hMSC administration promotes brain injury repair, as compared to IR mice (Figure 4E).

**FIGURE 4:**
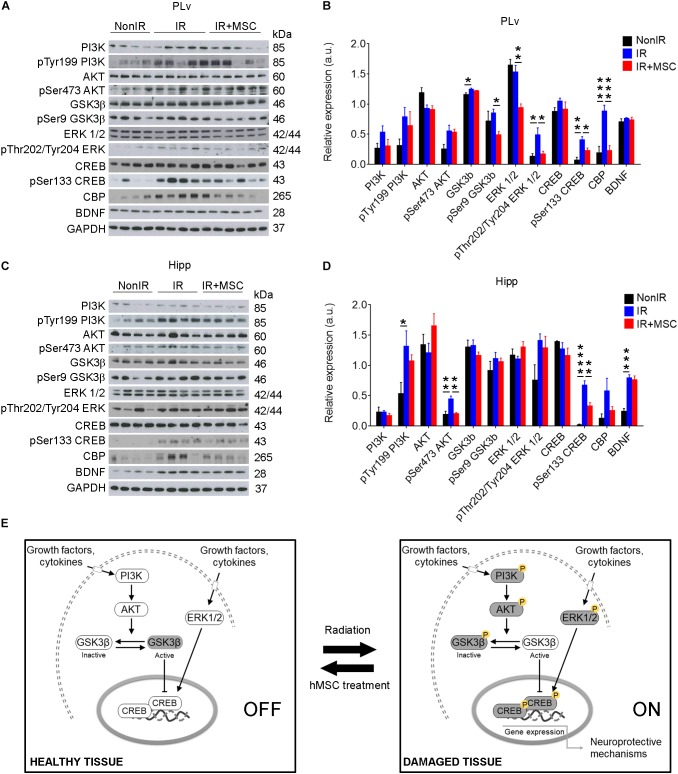
hMSC administration attenuates radiation-induced persistent CREB activation. **(A)** Western blots showing the activation of CREB signaling in the PLv of IR mice and partial normalization of CREB expression in IR+MSC mice. **(B)** Densitometric analysis of the western blots of proteins involved in CREB signaling in the PLv. Values were normalized to the GAPDH. **(C)** Western blots showing the activation of CREB signaling in the Hipp of IR mice and partial normalization of CREB expression in IR+MSC mice. **(D)** Densitometric analysis of the western blots of proteins involved in CREB signaling in the Hipp. Values were normalized to the GAPDH. **(E)** Schematic representation of proteins involved in CREB signaling modulation during radiation and hMSC treatment. Data are represented as mean ± SEM. *n* = 4–5 per group. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001; One-way ANOVA.

### hMSCs Protected From Neural Cell Loss, Inflammation and Oxidative Stress

To further delineate the effects of hMSC treatment in irradiated mice, we performed a brain histopathological analysis (Figure 5A). The neurogenic niches (i.e., SVZ and DG) of IR and IR+MSC mice exhibited similar levels of Ki67- and DCX-expressing cells (Figure 5B,C). However, we found that hMSC treatment preserved the number of NeuN-expressing cells in the Hipp of irradiated mice (Figure 5D). Cranial radiation significantly promoted reactive gliosis, as evidenced by a greater GFAP immunoreactivity, and induced the expression of activated microglia (CD68 marker) in IR mice, while transplanted animals exhibited expression levels near NonIR mice (Figure 5E,F). The number of cells immunoreactive for iNOS, a classic glial proinflammatory mediator, was also enhanced in the IR group, while hMSC treatment reverted this effect (Figure 5G). Plasma levels of IL-2 and IL-1β also support a normalization of the inflammatory status in transplanted mice (Supplementary Figure 5).

**FIGURE 5:**
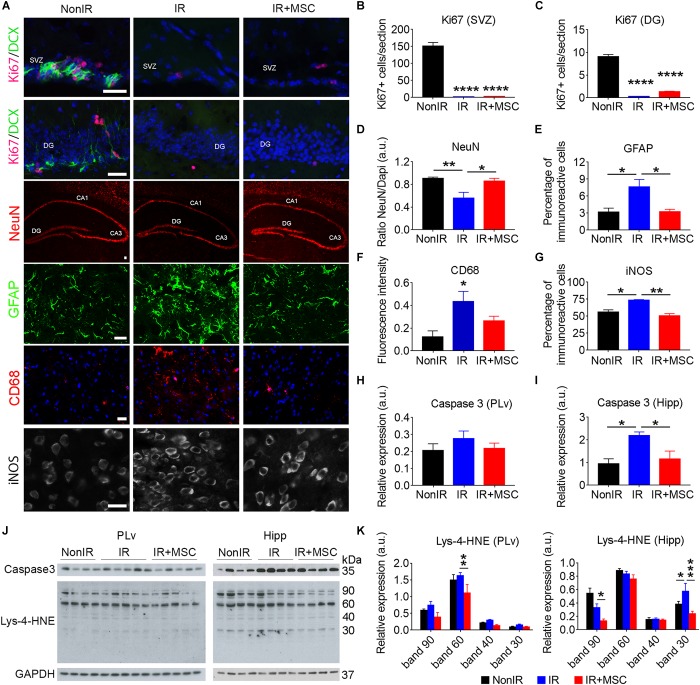
hMSCs protected from neural cell loss, inflammation and oxidative stress. **(A)** Immunofluorescence analysis in the brain of NonIR, IR and IR+MSC mice, using Ki67, DCX, NeuN, GFAP, CD68 and iNOS markers (*n* = 3–5 per group). **(B)** Quantification of Ki67 positive cells in the SVZ. **(C)** Quantification of Ki67 positive cells in the DG. **(D)** Quantification of NeuN immunoreactive area in the Hipp. **(E)** Quantification of the percentage of GFAP immunoreactivity in the striatum. **(F)** Quantification of the CD68 immunoreactivity in the cortex. **(G)** Quantification of iNOS immunoreactivity in the striatum. **(H)** Densitometric quantification of Caspase 3 expression by western blot in the PLv. Western blot images are shown in panel **(J)**. **(I)** Densitometric quantification of Caspase 3 expression by western blot in the Hipp. Western blot images are shown in panel **(J)**. **(J)** Representative western blots of Caspase 3 and Lys-4-HNE from PLv and Hipp tissue lysates (*n* = 4–5 per group). **(K)** Densitometric quantification of Lys-4-HNE levels by western blot in PLv and Hipp tissue lysates. Scale bar 25 μm. Data are represented as mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001; One-way ANOVA **(B–I)**, Two-way ANOVA **(K)**.

Protein extracts from the PLv and the Hipp were further used to evaluate the neuroprotective role of hMSC infusion. We found that hMSC treatment prevented the elevation of radiation-induced Caspase 3 expression in the Hipp by western blot. In contrast, the expression of Caspase 3 in the PLv did not show differences across the experimental groups (Figure 5H–J). We determined the oxidative damage by quantifying the levels of lysine-4-hydroxynonenal (Lys-4-HNE), a marker of protein-bound lipid peroxidation. The irradiated PLv displayed increased levels of Lys-4-HNE that were reduced in the PLv of IR+MSC mice. The reduction of Lys-4-HNE levels in the Hipp of IR+MSC was less robust (Figure 5J,K). These data suggest that hMSC administration reduces neuroinflammation, oxidative damage and neuronal loss in whole-brain irradiated mice, although it does not prevent neurogenesis decline.

### hMSC Administration Does Not Compromise Survival of Glioma-Bearing Mice

Finally, we aimed to evaluate whether intranasal delivery of hMSCs affects life expectancy of brain tumor-bearing mice. For this, U87 glioma cells were intracranially implanted into the right striatum of athymic nude mice. Ten days post-glioma implantation mice received whole-brain radiation and the following day intranasal administration of hMSCs was initiated (a dose of cells per week during 4 consecutive weeks) (Figure 6A,B). All mice exposed to radiation lose ∼15–20% of body weight on the week after irradiation. However, body weight loss was rapidly recovered, reaching values of non-irradiated animal (U87 NonIR) by 2-weeks post-irradiation. During the course of the experiment weight loss prior to animal death was also observed in all experimental groups (Figure 6C). Irradiated glioma-bearing mice (i.e., U87 IR and U87 IR+MSC) exhibited a ∼40% extended median survival when compared to U87 NonIR mice. Despite median survival showed no significant differences between U87 IR and U87 IR+MSC, maximal longevity was registered in U87 IR+MSC mice (Figure 6D). Histopathological analysis of the brain at the time of death suggested no differences in tumor progression between groups, as evidenced by hematoxylin and eosin staining and immunohistochemistry against Ki67 (Figure 6E). These findings indicate that hMSC treatment does not compromise survival of mice after oncological radiotherapy.

**FIGURE 6:**
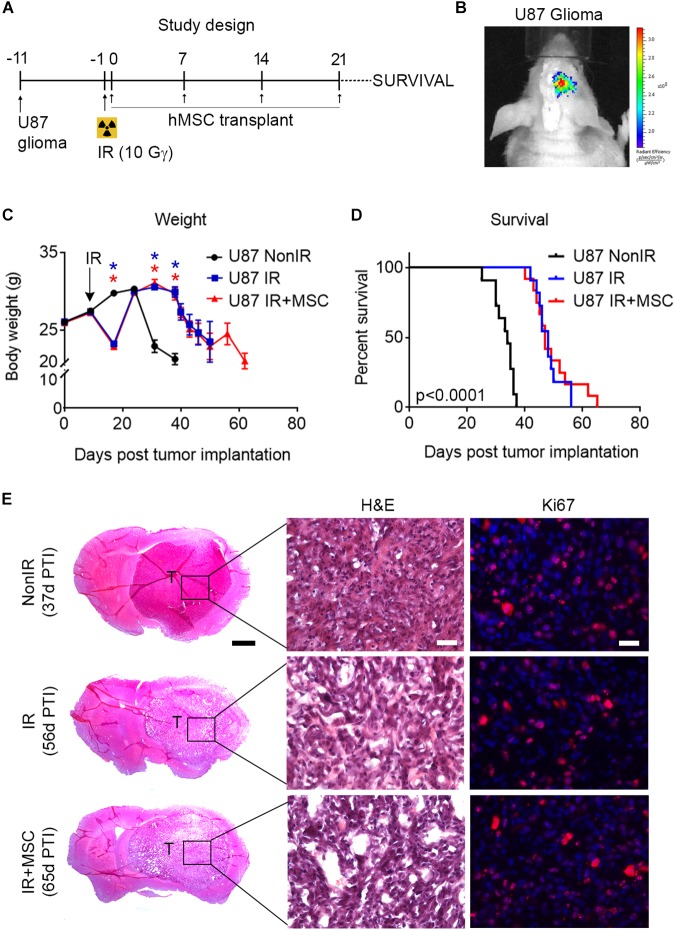
hMSC administration does not compromise survival of glioma-bearing mice. **(A)** Schematic representation of the study design. U87 glioma cells were intracranially transplanted into the striatum of nude mice. After 10 days, mice received whole-brain radiation (total dose of 10 Gy) and the day after, 5 × 10^5^ hMSCs were administered intranasally once per week for 4 weeks and time of death was monitored. **(B)** Xenolight DiR-labeled U87 glioma cells were locally transplanted into the striatum of nude mice. Images show bioluminescence activity in a representative animal 24 h after cell transplantation. **(C)** Animal weight was measured during the course of the experiment. Note the weight loss after radiation exposure. **(D)** Kaplan–Meier curve showing the percentage of survival of glioma-bearing mice. Note that IR and IR+MSC mice exhibited similar response, increasing survival as compared to NonIR mice. **(E)** Histological images of brain tumors at the time of death (indicated as days post tumor implantation, PTI) in the last individual surviving for each experimental group. H&E: Hematoxylin and eosin staining. Scale bar 1 mm (25 μm for details). Data are represented as mean ± SEM. *n* = 11–12 per group. ^∗^*p* < 0.0001 compared to U87 NonIR mice; Multiple *t*-test **(C)**, Log-rank test **(D)**.

## Discussion

The life expectancy of cancer patients has increased over the past 10 years due to more effective treatments. However, the greater effectiveness of these treatments is commonly associated with a high cost, since patients often face late severe side effects that significantly limit their quality of life. The majority of brain tumor patients that receive cranial radiation exhibit cognitive dysfunction that includes deficits in learning, memory, language, attention, and executive function (Ali et al., 2018). Here we demonstrate that the intranasal delivery of hMSCs prevents late neurofunctional sequelae after radiotherapy in mice. Our results hold promise in the prevention of radiation-induced damages in oncological patients to maximize their quality of life, particularly in pediatric patients whose developing brain is more radiosensitive.

Seminal reports have shown promising results using stem cells to prevent radiation-induced damages, although the cells were intracerebrally or systemically administrated (Acharya et al., 2009, 2011; Joo et al., 2012; Piao et al., 2015). The intranasal delivery proposed here is a clinically relevant strategy due to different aspects. First, the intranasal route is a non-invasive and feasible method of cell delivery that allows the transplantation of multiple doses of cells, as compared to intracranial implantation. Second, therapeutic effectiveness of systemic administration is hampered by the blood–brain barrier (BBB) (Li et al., 2015), while the intranasal delivery provides a practical method that efficiently bypasses the BBB allowing transplanted cells to reach the brain within minutes to rapidly accomplish their therapeutic effects (Danielyan et al., 2009). In addition, nose-to-brain cell delivery uses the olfactory and trigeminal extracellular pathways to distribute the cells throughout the central nervous system, thus eliciting effects at multiple sites within the brain (Thorne et al., 2004; Danielyan et al., 2009). Accordingly, we found that intranasal administration of hMSCs improves motor coordination, olfaction and memory, which are functions coordinated by specific areas located in different parts of the brain. This represents an advantage over intracerebral administration, which requires injections at different sites of the brain to achieve multiple neurofunctional effects. In this regard, a previous study demonstrated that bilateral injections of hOPCs into the corpus callosum of rats prevent memory deficits after radiation, while concomitant transplantation of hOPCs into the cerebellum was necessary to obtain benefits on motor function (Piao et al., 2015). Finally, our model focuses on the use of hMSCs derived from the adipose tissue, which represents an interesting clinical option due to the ease of obtaining large quantities of cells using a minimally invasive procedure (Lescaudron et al., 2012; Escacena et al., 2015).

Radiation injury has a multifactorial etiology that includes vascular damage (Li et al., 2003; Brown et al., 2005), demyelination (Panagiotakos et al., 2007; Gazdzinski et al., 2012), inflammation (Hwang et al., 2006), neuronal death, and neurogenesis decline (Achanta et al., 2012; Capilla-Gonzalez et al., 2014, 2016). In particular, inflammatory processes have been proposed as a major triggering factor leading to neuropathology in the irradiated brain (Acharya et al., 2016). In this regard, MSCs are known to exhibit immunomodulatory and anti-inflammatory properties (Hmadcha et al., 2009; Prockop and Oh, 2012; Escacena et al., 2015; Fu et al., 2017). Therefore, MSCs might be the ideal candidate for restoring brain homeostasis in radiation-induced inflammatory milieu. Here, we found that the therapeutic application of hMSCs reduces neuroinflammation and oxidative damage in whole-brain irradiated mice, which may help to prevent the loss of mature neurons. In contrast, newly born neurons were not protected by the hMSC treatment. The study of the neurogenic niche after a longer post-treatment period of time would be of interest to conclusively determine if intranasal hMSC delivery rescues irradiation-induced damages in neurogenesis. Consistently with the histopathological study, gene expression profiling at long-term evidences a modulation of neuroprotective processes, such those induced by melatonin (Mendivil-Perez et al., 2017; Paul et al., 2018), and changes in immune response pathways in the PLv and the Hipp of IR+MSC mice. Remarkably, we found a robust long-term activation of CREB signaling in irradiated mice, which was attenuated in mice receiving hMSC. In response to injury, CREB coordinates expression of genes encoding neuroprotective processes, such as BDNF that ultimately reduces inflammation, prevents oxidative damage and promotes anti-apoptotic effects (Han et al., 2000; Han and Holtzman, 2000). We also observed that both ERK and GSK3β signaling pathways play an important role in mediating CREB activation. The overall interpretation of our data indicates that hMSC transplantation allows a rapid and efficient repair of radiation-induced damages in mice, which is reflected in the normalization of neuroprotective cellular pathways at long-term post-radiation (i.e., 50 days post-radiation). However, further studies are required to fully understand the specific mechanisms that hMSCs modulate to induce radiation-damages repair. Based on our results and previous studies, we speculate that the beneficial effects of hMSCs are due to their paracrine activity rather than neural differentiation of hMSCs (Li et al., 2005; Wakabayashi et al., 2010; Wu et al., 2018). Extracellular vesicles (EVs) released by hMSCs are one of the main actors involved in the paracrine effects by modulating processes such as immune responses, inflammation, angiogenesis and homeostasis maintenance (Keshtkar et al., 2018). Indeed, latest research on regenerative medicine are moving toward cell-free therapies by employing stem cell-derived EVs due to their reduced immunogenicity (Zhu et al., 2017). However, obtaining sufficient amounts of EVs is still a major challenge toward their clinical application.

The therapeutic application of hMSCs to reduce neurological complications of radiation could be debatable due to their potential implications in tumor progression (Shahar et al., 2017; Whiteside, 2018). However, our pre-clinical study and others demonstrate that hMSC treatment does not compromise the survival of rodents with brain tumors (Balyasnikova et al., 2014; Li et al., 2014; Pacioni et al., 2017). Indeed, beneficial effects of hMSC administration have been reported through inhibition of tumor growth in orthotopic glioblastoma xenografts (Pacioni et al., 2017). Furthermore, the therapeutic effect of hMSCs to ameliorate complications associated with cancer treatments is currently under evaluation in humans. In this line, a Phase I clinical trial is recruiting patients to evaluate the safety and feasibility of delivering hMSCs by intracardiac injections to cancer survivors with cardiomyopathy induced by the chemotherapeutic anthracycline (NCT02509156). Another Phase II clinical study is also evaluating the safety and feasibility of hMSC injections into the submandibular gland to revert radiation-induced xerostomia in head and neck cancer patients (NCT02513238).

In conclusion, we demonstrate that intranasally delivered hMSCs is a non-invasive and effective treatment to promote brain damage repair after radiation and to improve neurological function in mice. These results also hold great promise for other inflammatory disorders, as well as for those diseases involving cognitive deterioration. The robust pre-clinical data presented here encourages the clinical use of hMSCs in cell-based therapy as an attractive option to prevent side effects induced by oncological radiotherapy. Despite the therapeutic window after radiation should be defined in brain tumor patients, hMSC application to reverse normal tissue toxicity could become an essential step in their treatment schedule.

## Ethics Statement

All animal handling procedures were approved by the CABIMER Ethics Committee for Animal Experimentation, and complied with national and European Union legislation (Spanish RD 53/2013 and EU Directive 2010/63) for the protection of animals used for scientific purposes.

## Author Contributions

BS, AM-M, AH, and VC-G contributed to the conceptualization, methodology and funding acquisition. AM-M, YA, NM-D, JL-B, MA-D, and VC-G performed the investigation. AM-M and VC-G wrote the original draft. BS, AM-M, EL, JAB, AH, and VC-G wrote, reviewed and edited the manuscript. BS, IH-H, EL, JAB, AH, and VC-G provided the resources. VC-G supervised the study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Human Mesenchymal Stem Cells Prevent Neurological Complications of Radiotherapy
**Source:** Front Cell Neurosci. 2019 May 16;13:204. doi: 10.3389/fncel.2019.00204
**Supplement:** Supplementary file 1

Supplementary Material

Supplementary Figures and Tables

This document includes 5 Supplementary Figures and 3 Supplementary Tables

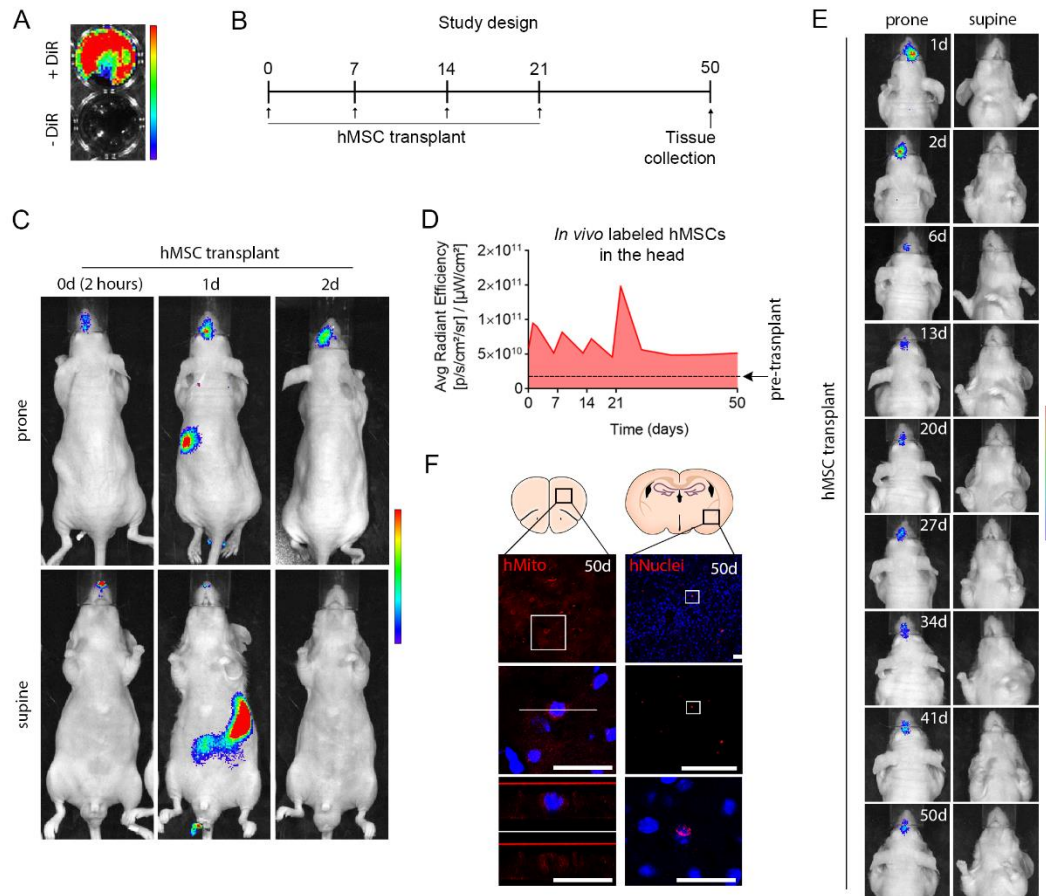

Supplementary Figure 1. hMSCs reached the brain after nasal administration. (A) Prior cell transplant, cultured hMSCs were labeled with the Xenolight DiR. (B) Schematic representation of the study design. Xenolight DiR-labeled hMSCs were administrated into the nasal cavity of athymic nude mice once per week for 4 weeks ($5 \cdot 10^5$ cells per week). Then, mice were sacrificed at day 50. (C) Representative images showing *in vivo* fluorescence signal of intranasally transplanted hMSCs at 2 hours, 1 day and 2 days post transplantation. (D) Quantification of the *in vivo* fluorescence signal in the head over time. (E) *In vivo* fluorescence signal of transplanted cells examined over time (up to 50 days). (F) Immunofluorescence against hMito and hNuclei revealed the presence of hMSCs 50 days after intranasal cell administration. Scale bar F: 25 μm. Rainbow color scale: red indicates highest fluorescence signal and blue indicates lowest fluorescence signal. n=3 per group.

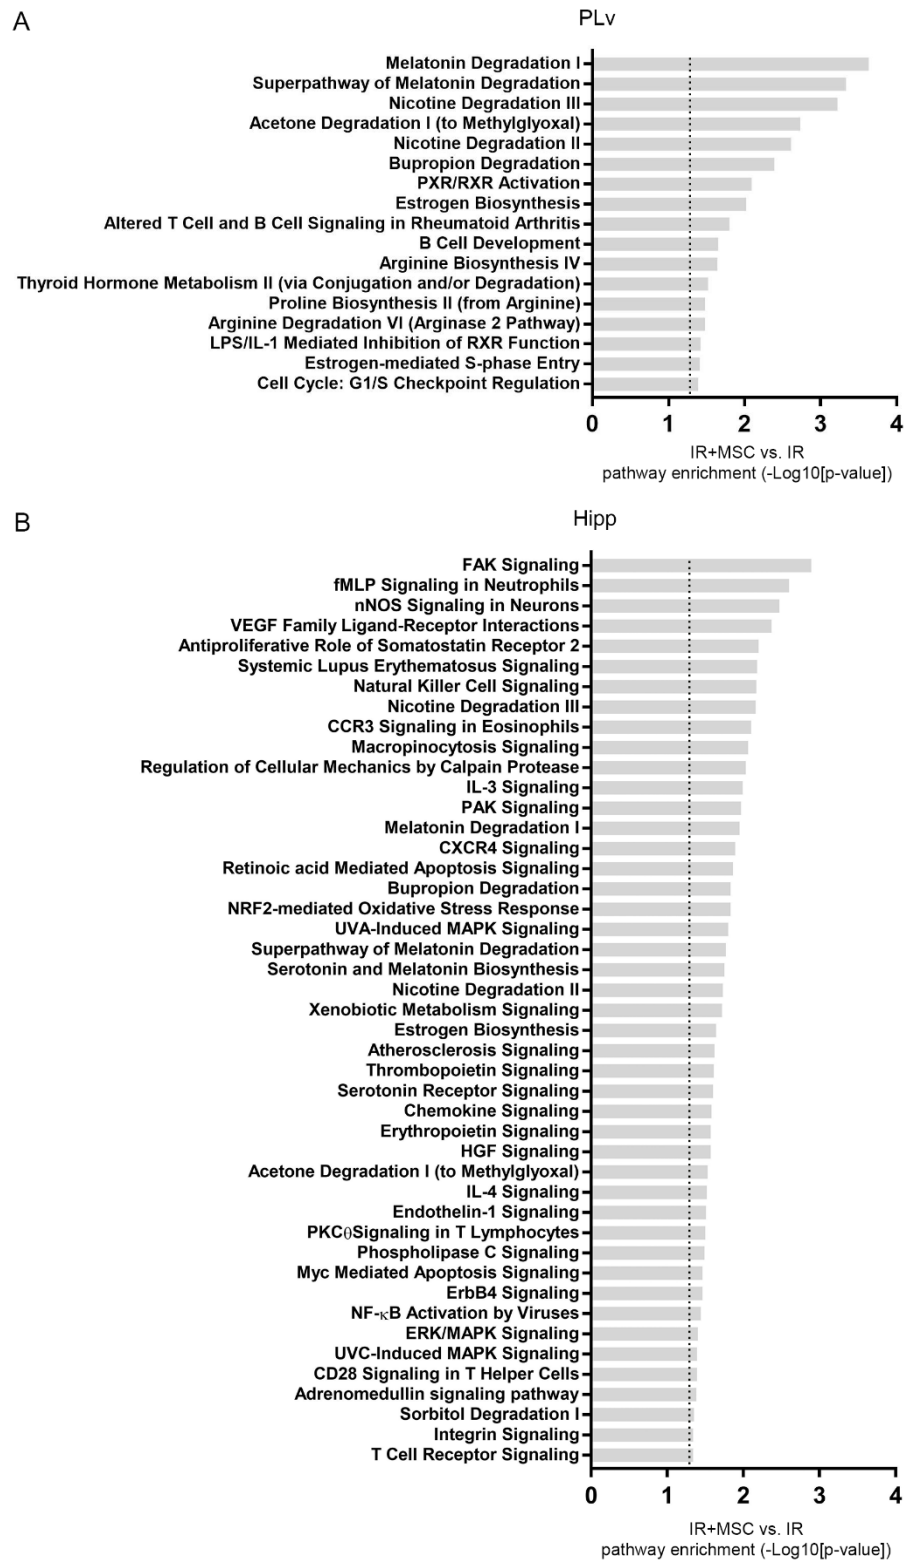

Supplementary Figure 2. Significantly modulated canonical pathways by IPA. (A) Significantly modulated canonical pathways in the PLv of IR+MSC vs. IR. (B) Significantly modulated canonical pathways in the Hipp of IR+MSC vs. IR. n=3 per group.

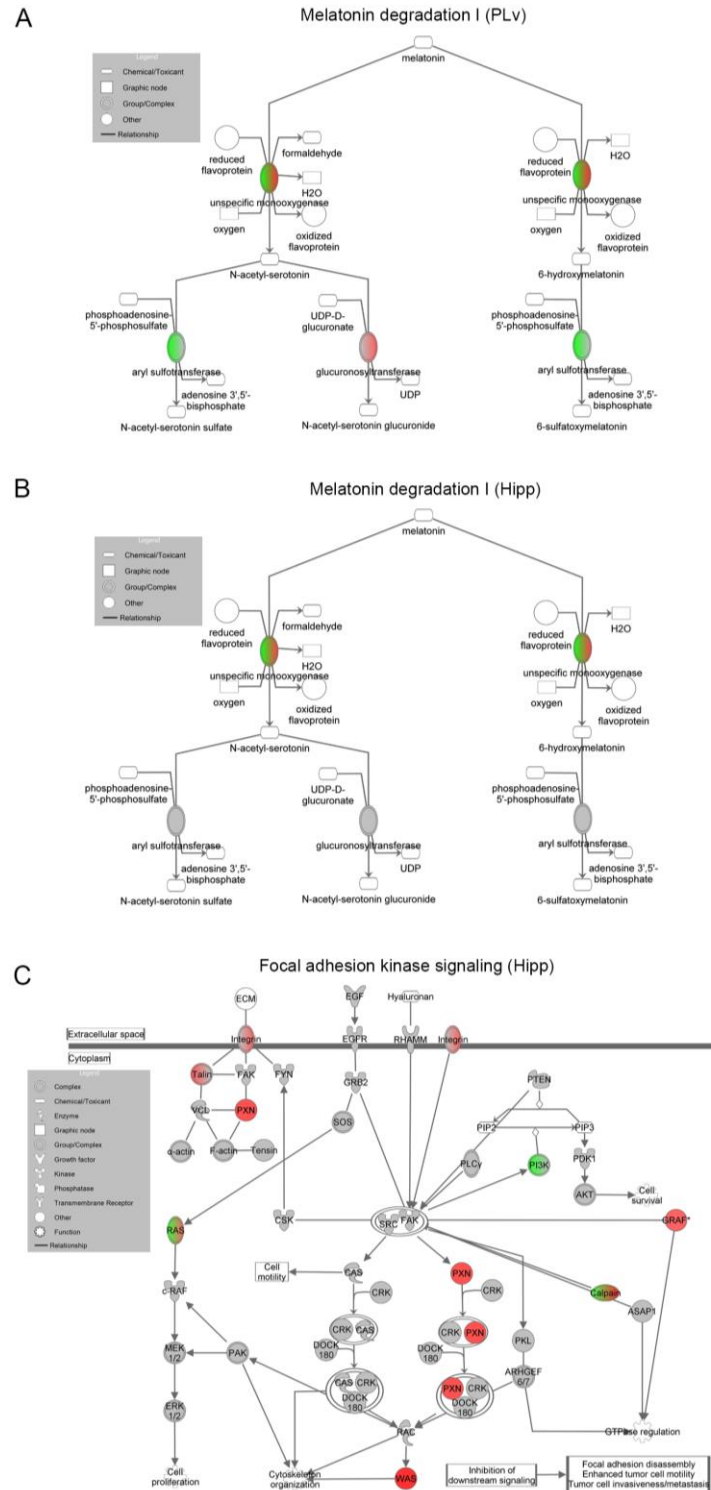

Supplementary Figure 3. Representative images of significantly modulated canonical pathways in the comparison IR+MSC vs. IR. (A) Representative IPA image of “melatonin degradation I” pathway in the PLv of MSC+IR vs. IR. (B) Representative IPA image of “melatonin degradation I” pathway in the Hipp of MSC+IR vs. IR. (C) Representative IPA image of “Focal adhesion kinase signaling” pathway in the PLv of MSC+IR vs. IR.

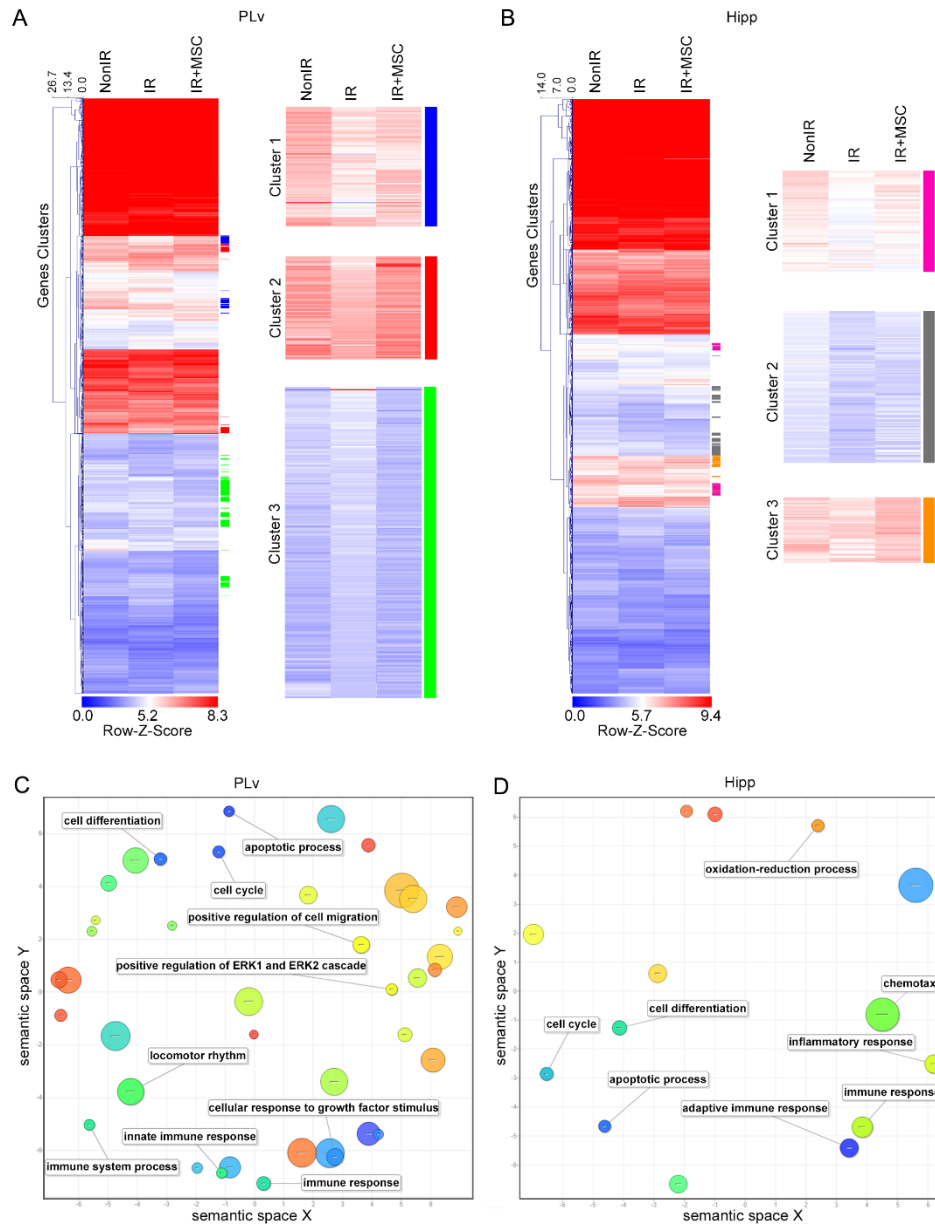

Supplementary Figure 4. The gene expression profile of the irradiated brain was modulated by hMSC transplantation. (A) Hierarchical clustering of genes differentially expressed in the PLv for at least one comparison (Non-IR vs. IR, Non-IR vs. IR+MSC and IR vs. IR+MSC). The three selected clusters represent genes with similar transcriptional profiles in the comparison Non-IR vs. IR+MSC. Red indicates high expression and blue indicates low expression. (B) Hierarchical clustering of genes differentially expressed in the Hipp for at least one comparison (Non-IR vs. IR, Non-IR vs. IR+MSC and IR vs. IR+MSC). The three selected clusters represent genes with similar transcriptional profiles in the comparison Non-IR vs. IR+MSC. Red indicates high expression and blue indicates low expression. (C) Scatterplot of GO analysis from the three selected clusters in A showing the most enriched biological processes (enrichment score ≥ 1.0). Bubble size indicates p -value ($-\log_{10} p$ -value). (D) Scatterplot of GO analysis from the three selected clusters in B showing the most enriched biological processes (enrichment score ≥ 1.0). Bubble size indicates p -value ($-\log_{10} p$ -value). Hierarchical clustering of genes (average linkage and Euclidean distance as similarity measure) was performed by K-mean clustering (KMC) algorithm with the open-source data analysis Multiple

Experiment Viewer (MeV) software package v.4.9.0. DAVID online bioinformatics resource v6.8 was used for GO analysis. Scatterplots of GO analysis were generated using the open-source online tool REVIGO.

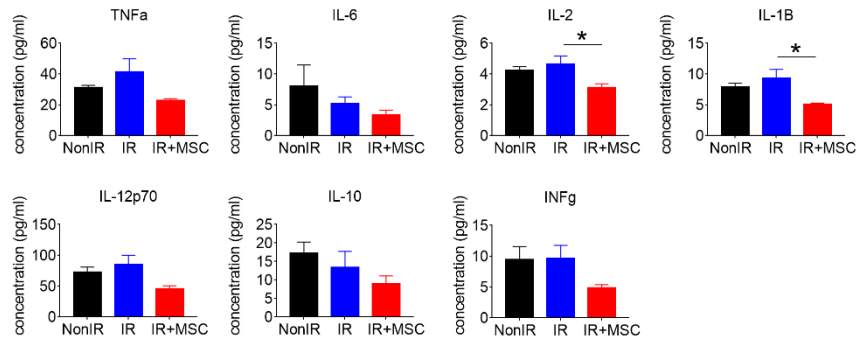

Supplementary Figure 5. Plasma levels of inflammatory cytokines. Concentrations of inflammatory cytokines were determined in plasma using Bio-Plex Pro Mouse Cytokine Assay (Bio-Rad Laboratories). Blood samples were collected from tail vein puncture on day 50 post-radiation in order to obtain the plasma. Data are represented as mean $\pm$ SEM. $n=4-5$ per group $*p<0.05$, One-way ANOVA.

Supplementary Table 1. List of reagents and resources used in this study.

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Lys-4-HNE (used at 1:1000)	Merk Millipore	Cat # 393206, RRID:AB_211975
AKT (used at 1:1000)	Cell Signaling	Cat # 9272, RRID:AB_329827
BDNF (used at 1:1000)	StressMarq Biosciences	Cat # spc703, RRID:AB_2570711
Caspase 3 (used at 1:1000)	Cell Signaling	Cat # 9662, RRID:AB_331439
CBP (used at 1:100)	Santa Cruz Biotechnology	Cat # sc369, RRID:AB_631006
CD68 (used at 1:150)	BioRad	Cat # MCA1957GA, RRID:AB_324217
CREB (used at 1:1000)	Cell Signaling	Cat # 9197, RRID:AB_331277
DCX (used at 1:200)	Santa Cruz Biotechnology	Cat # sc8066, RRID:AB_2088494
ERK 1/2 (used at 1:2000)	Cell Signaling	Cat # 9102, RRID:AB_330744
GAPDH (used at 1:1000)	Cell Signaling	Cat # 2118, RRID:AB_561053
GFAP (used at 1:500)	Merk Millipore	Cat # MAB360, RRID:AB_11212597
GSK3 β (used at 1:200)	Santa Cruz Biotechnology	Cat # sc9166, RRID:AB_647604
Human mitochondria (used at 1:100)	Merk Millipore	Cat # MAB1273, RRID:AB_94052
Human nuclei (used at 1:200)	Merk Millipore	Cat # MAB1281, RRID:AB_94090
Iba 1 (used at 1:1000)	Wako	Cat # 019-19741, RRID:AB_839504
iNOS (used at 1:100)	Merk Millipore	Cat # ABN26, RRID:AB_10805939
Ki67 (used at 1:200)	Fisher Scientific	Cat # RM-9106-S1, RRID:AB_149792
Nestin (used at 1:100)	BD Biosciences	Cat # 556309, RRID:AB_396354
NeuN (used at 1:700)	Merk Millipore	Cat # MAB377, RRID:AB_2298772

pSer473 AKT (used at 1:500)	Cell Signaling	Cat # 9271, RRID:AB_329825
pSer133 CREB (used at 1:1000)	Cell Signaling	Cat # 9198, RRID:AB_2561044
pThr202/Tyr204 ERK 1/2 (used at 1:2000)	Cell Signaling	Cat # 9106, RRID:AB_331768
pSer9 GSK3 β (used at 1:500)	Cell Signaling	Cat # 9336, RRID:AB_331405
PI3K (used at 1:1000)	Cell Signaling	Cat # 4292, RRID:AB_329869
pTyr199 PI3K (used at 1:1000)	Cell Signaling	Cat # 4228, RRID:AB_659940
**Experimental Models: Cell Lines**		
PCS-500-011	ATCC	https://www.lgcstandards-atcc.org/Products/All/PCS-500-011
U-87 MG	ATCC	https://www.lgcstandards-atcc.org/products/all/HTB-14

Supplementary Table 2. List of the 20 most up-regulated and down-regulated significantly modulated genes in PLv. n=3 per group.

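The table ranks genes of the PLv in 3 comparisons by fold change among those at an unadjusted p under 0.05, a fold below 0 standing for a lower level in the group named first. Of its entries, 31 for IR against NonIR mice, 35 for IR+MSC against NonIR mice and 21 for IR+MSC against IR mice name a single gene measured on the arrays. Pbk and Mfap2 are among those lower in IR mice. As folds of the means of 3 mice, the named entries had median absolute folds of 2.45, 2.55 and 2.19 in the 3 comparisons, and the largest were 9.53, 8.87 and 4.18. Many lie near background: 8, 15 and 2 of the named entries had a mean above it. Map2, a microtubule protein of neurons, was 14.62 ± 0.58 (SD, n = 3) on the log2 scale in IR+MSC and 11.47 ± 2.11 in NonIR mice, so that its fold rests on a wide spread among the NonIR mice.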

IR vs NonIR			IR+MSC vs NonIR			IR+MSC vs. IR		
<i>Gene Symbol</i>	<i>Fold Change</i>	<i>P-value</i>	<i>Gene Symbol</i>	<i>Fold Change</i>	<i>P-value</i>	<i>Gene Symbol</i>	<i>Fold Change</i>	<i>P-value</i>
Gm17482	57,41	0,0094	Map2	25,93	0,0199	Kansl1l	6,72	0,0041
Acvr1c	17,74	0,0192	Kansl1l	5,45	0,0013	Calb2	3,72	0,0063
Gm8140	6,4	0,0172	Tmem68	4,19	0,0128	Resp18	3,19	0,0042
Tmem68	4,33	0,0131	Gpr101	3,78	0,0214	Npsr1	2,94	0,0035
Olfr1058	3,51	0,0264	F830001A07<br>Rik	3,58	0,0002	4932438H23R<br>ik	2,94	0,0093
Inhba	3,34	0,0399	Clic6	3,39	0,0015	Cd46	2,81	0,0003
F830001A07<br>Rik	2,92	0,0002	Resp18	3,23	0,0135	Ptgfr	2,77	0,0049
Gm11114	2,84	0,0135	Aox1	2,74	0,0125	Kif11	2,65	0,02
Olfr1180	2,77	0,0146	Ephx1	2,62	0,0002	Cxcl13	2,47	0,0486
Gm6654	2,76	0,0038	Ebf4	2,6	0,0059	Avp	2,44	0,0235
Il15	2,76	0,0054	Coa4	2,57	0,0029	LOC1008616<br>15; Gm3411	2,42	0,0241
Olfr273	2,76	0,0092	Ifit3b	2,52	0,0009	Gm14308	2,41	0,0001
Cd180	2,69	0,0017	Olfr266	2,47	5,51E-05	Gm14308;<br>Gm14430;<br>Gm14432;<br>Gm4724;<br>0610010B08R<br>ik	2,36	1,26E-05
Eda2r	2,57	0,0415	Ogn	2,45	0,0346	Mad2l2	2,31	0,0046
Glipr1	2,55	0,0006	Trim30a	2,35	0,0013	Lgals3bp	2,29	0,0002
Vmn1r228	2,47	0,0039	Olfr421-ps1	2,35	0,0095	Pvr1l	2,29	0,0469
Tcea3	2,46	0,0021	Masp2	2,35	0,0146	Mcam	2,25	0,018
Gm20773	2,45	0,0386	Prrg4	2,34	0,0044	Gm14444	2,23	0,0026
Gm20851	2,45	0,0386	Clec2d	2,3	0,021	Gm14406	2,23	0,0026
Olfr867	2,43	0,0055	Stard6	2,29	0,0023	Olfr1273-ps	2,23	0,0371
Adgrf1	-2,66	0,0036	Pdk4	-2,7	0,0005	Gm11037	-2,33	0,0026
Depdc1a	-2,72	0,0059	Hist1h2ak	-2,75	7,46E-05	Gm5726;<br>Gm8677	-2,37	0,02

Calb2	-2,74	0,0239	Neurod2	-2,77	0,0273	Gm5726;<br>Gm8677	-2,37	0,02
Dlx1	-2,77	0,0054	Mup13;<br>Mup18;<br>Mup16;<br>Mup14;<br>Mup17;<br>Mup2; Mup15	-2,81	0,0004	Igfbp6	-2,39	0,0244
Slc6a7	-2,77	0,0276	Mfap2	-2,88	0,0014	Nox3	-2,39	0,0425
Gm3099	-2,81	0,0382	LOC1000400<br>54	-2,9	0,0146	Gm4687	-2,4	0,0059
Pdk4	-2,82	0,0009	Hmgb2	-2,92	0,0002	Olfir390	-2,41	1,57E-05
Hist1h2ak	-2,89	0,0003	Hist2h3b	-2,93	0,0015	Acss3	-2,42	0,0103
Ccdc18	-2,91	0,0067	Gm14525	-3,03	0,0049	LOC1005030<br>47; Gm10264	-2,44	0,0047
Kif11	-3,14	0,0056	Mylpf	-3,05	0,0304	Fam132b	-2,48	0,0061
Txnip	-3,14	0,0289	Fezf2	-3,16	0,0128	Gm21860	-2,6	0,0313
Hmgb2	-3,24	0,0001	Gm21699	-3,39	0,0077	Gm21748	-2,6	0,0313
Tmem252	-3,3	0,004	Hist2h3c2	-3,58	0,0009	Fpr1	-2,62	0,0264
Npsr1	-3,39	0,0005	Hist2h3c1	-3,58	0,0009	Olfir491	-2,74	0,0071
Dlx2	-3,83	0,0003	Dlx2	-3,71	0,0012	Olfir1049	-2,92	0,0069
Hist2h3c2	-3,88	0,0005	Ccdc7b	-3,74	0,0039	Gm6654	-3,04	0,0016
Hist2h3c1	-3,88	0,0005	Gm21608	-3,85	2,30E-05	Fstl1	-3,21	0,0474
Mfap2	-5,37	4,40E-05	Serinc2	-3,88	0,0071	Vmn1r228	-3,65	0,0009
Pbk	-6,31	6,97E-06	Tmem252	-4,14	0,0196	Gm14525	-3,7	0,0022
Gm11096	-13,72	0,0042	Pbk	-5,3	9,00E-06	Gm17482	-55,21	0,0041

Supplementary Table 3. List of the 20 most up-regulated and down-regulated significantly modulated genes in Hipp. n=3 per group.

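In the Hipp, 33 entries for IR against NonIR mice, 32 for IR+MSC against NonIR mice and 26 for IR+MSC against IR mice name a single measured gene. As folds of the means of 3 mice, their median absolute folds were 2.56, 2.33 and 2.07, and the largest were 10.9, 7.52 and 4.35. As a fold of means, the highest in IR mice was Fmod, a proteoglycan of the meninges, where the table's own folds place Map2 first. Fmod was 9.69 ± 0.75 (SD, n = 3) in IR and 6.24 ± 2.70 in NonIR mice on the log2 scale, a wide spread. The NonIR mean lies under the background level of 7.61, so its fold and rank are uncertain. Of the named entries, 17, 13 and 8 had a mean above background. Map2 was 14.49 ± 1.60 (SD, n = 3) in IR, 15.10 ± 0.56 in IR+MSC and 12.19 ± 2.11 in NonIR mice. Over both tissues, the unadjusted p recomputed with limma matched the printed p up to its rounding for 177 of 178 named entries, and all 178 had the printed direction. None passed an adjusted p under 0.05.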

IR vs NonIR			IR+MSC vs NonIR			IR+MSC vs. IR		
<i>Gene Symbol</i>	<i>Fold Change</i>	<i>P-value</i>	<i>Gene Symbol</i>	<i>Fold Change</i>	<i>P-value</i>	<i>Gene Symbol</i>	<i>Fold Change</i>	<i>P-value</i>
Map2	21,84	0,0369	Map2	21,81	0,0123	Tgtp2	3,79	0,0281
Fmod	11,77	0,0073	Kansl1l	7,16	0,0054	Gm3893;<br>4933409K07R<br>ik	3,26	0,0121
Ptgds	5,74	0,0014	Sema5a	3,78	0,0375	Aox1	3,1	0,0003
Ecel1	5,29	0,0198	Cxcl13	3,63	0,0152	Gm7120	2,92	6,44E-05
Zic1	5,03	0,0013	Ifit3	3,56	0,0004	Capn3	2,91	0,0087
Aebp1	4,07	0,0078	Zic1	3,36	0,0013	Gm7682	2,81	0,001
Arhgap6	3,83	0,0209	Cybb	3,21	0,0176	Gm20823	2,71	0,0138
Ntsr1	3,6	0,0137	Otx2	3,06	0,0464	Gm20738;<br>Gm20823	2,68	0,0057
Cox6b2	3,55	0,0004	Gpr50	2,97	0,0203	Ush1c	2,64	0,0413
Slc13a4	3,49	0,0045	Glra3	2,93	0,0464	Armxc1	2,57	0,0014
Gm11077	3,39	0,0125	Pqlc3	2,92	0,0485	Igf2bp1;<br>Mir3063	2,51	0,0018
Chst9	3,35	0,0058	Zfp119b	2,85	0,0003	Vmn1r28	2,5	0,0412
Slc6a20a	3,22	0,0079	Capn3	2,72	0,0348	Hesx1	2,44	0,046
Slc22a6	3,13	0,0007	Cd74;<br>Mir5107	2,65	0,0447	Gm20331	2,38	0,0028
Mgp	3,1	0,0231	Aox1	2,61	0,0018	Olfr914	2,34	0,0075
Slc6a13	2,94	0,0018	Dsp	2,61	0,0043	Eif2s3y	2,33	3,19E-05
Ogn	2,83	0,0046	Adecyap1	2,61	0,0371	Kif4	2,33	0,0017
Slc22a2	2,82	0,0256	Mup2; Mup1	2,56	0,0064	Psg25	2,3	0,0033
Camk2d	2,79	0,0053	Cox6b2	2,55	0,0019	Nt5dc3	2,3	0,0076
Chrd1l	2,74	0,0038	Slc6a13	2,53	0,0403	Trim30a	2,28	0,0011
Vmn1r21	-2,49	0,0492	Tbata	-2,18	0,0015	Armxc6	-2,08	0,0045
Ccl19	-2,54	0,0009	Kir3dl2	-2,21	0,0087	Zcchc10	-2,15	0,0068
Fos	-2,54	0,0116	C130026I21R<br>ik	-2,23	0,0379	Olfr807	-2,16	0,0204
Olfr914	-2,59	0,0035	Pvr	-2,23	0,0416	Pla2g4e	-2,16	0,048

Gm3893;<br>4933409K07R<br>ik	-2,61	0,0374	Tnfaip3	-2,28	0,0003	Kcnk5	-2,2	0,0019
Spink8	-2,64	0,0351	4930548G14R<br>ik	-2,3	0,0002	Cox18	-2,23	0,0006
Lrriq1	-2,7	0,0476	Vmn1r57	-2,33	0,0276	Cyt11	-2,25	0,0072
Arl4d	-2,71	7,60E-05	Dap	-2,42	0,0301	Nmur1	-2,27	0,0134
Strip2	-2,71	0,0296	AI506816	-2,45	0,0368	Pdc12	-2,39	0,0086
Olfr207;<br>Olfr208;<br>Olfr209	-2,72	0,0246	Gm26727	-2,48	0,0024	Slc22a2	-2,41	0,0459
Vmn1r57	-2,79	0,0143	Olfr207;<br>Olfr208;<br>Olfr209	-2,54	0,0199	Rbm43	-2,56	0,0408
Armex1	-2,84	0,0007	A530053G22<br>Rik	-2,65	0,0258	Gm10715	-2,63	0,0044
Mfsd2a	-2,84	0,0066	Mfsd2a	-2,71	0,0067	Vmn2r45	-2,65	0,0175
Eps811	-2,93	0,0028	Olfr623	-2,72	0,0164	Gm17535	-2,71	0,004
Keg1	-2,95	0,0109	Nr4a1	-2,96	0,0111	Gm3317	-2,76	0,0081
Tnfaip3	-3,26	2,45E-05	Fosb	-3,11	0,0005	Gm3488;<br>Gm3317	-2,76	0,0081
Csf1r	-3,29	0,0005	Vmn1r21	-3,18	0,0013	Gm11115	-2,76	0,0133
Pccb	-3,74	0,0119	Gm10944	-3,38	0,0092	Gm3468	-3,15	0,0002
Nr4a1	-3,94	0,0148	Htr3a	-4,98	0,0309	Mgp	-3,25	0,0165
Egr2	-4,13	0,0007	Myl1	-5,53	0,0041	Acvr1c	-6,84	0,0464

How the deposited data were processed for this re-analysis (not part of the article)

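Gene expression was measured on 18 Clariom S Mouse arrays, 1 per mouse and tissue, in the PLv and the Hipp of 3 NonIR, 3 IR and 3 IR+MSC mice on day 50 after radiation. The authors scanned the arrays, and the deposited values are RMA values on the log2 scale from Transcriptome Analysis Console with default parameters. The versions of that software and of RMA are not stated. The behavior, histology and protein measurements of the paper have no deposited values and were left out, as were its IPA and DAVID analyses, whose gene sets are not part of the deposited data.

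The table holds 28846 probe sets in 18 arrays with no value missing. The 6640 control probe sets were left out, and the other 22206 were tested without a filter on low values. Of these, 19572 carry 1 gene symbol and 2634 carry none. A gene with several probe sets, of which there are 55, was represented by the one with the highest mean. The level that 5% of the negative control probe sets of a tissue exceed served as the level of background. The background control probe sets showed that the tissues had been normalized separately, so tests stayed within a tissue except where the difference between tissues was itself tested.

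Groups were compared with limma 3.58.1 (lmFit and eBayes) under R 4.3.3, with the group as the only factor and the 9 arrays of a tissue in 1 fit. Differences are the first group less the second on the log2 scale, and p-values are two-sided and adjusted by the Benjamini-Hochberg method over all probe sets of a comparison. The paper calls genes at an unadjusted p under 0.05, so counts at that threshold are given beside the adjusted ones. The difference between tissues was tested as an interaction over the 18 arrays. The share of the variance between groups was compared with all 280 splits of 9 arrays into 3 groups of 3, and the distances between group centroids with all relabelings of IR and IR+MSC mice. Overlaps between comparisons were set beside 20 simulations in which no group differed, NonIR arrays were shared and genes varied independently. On simulated data with the spread of the arrays, 91% of genes changed 2-fold reached an unadjusted p under 0.05 in each tissue, and 41% in the PLv and 37% in the Hipp an adjusted p under 0.05. For genes changed 4-fold these shares were 100%, 93% and 90%. In the same simulations, 12 unchanged genes in the PLv and 3 in the Hipp passed an adjusted p under 0.05.

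Gene lists, 30 in number, were fixed before the data were examined, but after the study's tables of these arrays had been read, so the members that those tables print are counted and each list was also tested without them. They cover cell division, new neurons, replication-dependent histones, p53 targets, interferon-induced genes, MHC class II, resting and activated microglia, reactive astrocytes, myelinating oligodendrocytes and their precursors, immediate early genes and other CREB-regulated genes, leptomeninges, choroid plexus, ependymal cells, striatal, cortical and hippocampal, hypothalamic and septal, and thalamic neurons, endothelial cells, pericytes, T, B and NK cells, neutrophils, red blood cells, chemokines, melatonin-degrading enzymes, FAK signaling, antioxidant genes and the transcripts of proteins that the paper measured. A list needed at least 3 measured members. In the list of red blood cells 1 was measured, so 29 lists were tested with camera in 6 comparisons. All 30 measured histone genes were read through synonyms of their symbols. Each list was also tested with an estimated correlation and with fry, and the mean of a list per mouse was compared between irradiated and NonIR mice by an exact permutation over 84 splits.

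The genes named in the text are those that the paper names for these arrays, the 5 highest and 5 lowest of each comparison in its tables and those of Figure 3G, in each comparison the 10 higher and 10 lower genes with the smallest p among those with a log2 difference of at least 0.58 and no overlap between the mice, up to 4 members of each list with the smallest p, and the transcripts of measured proteins. Together these are 471 genes, and the text gives a selection of them. Of 11 genes that the paper's text and volcano plots name, 10 have a named probe set, and 38 of 43 in Figure 3G do. Genes outside this rule are marked as such where they appear. Alternatives were quantile normalization, centring on the median, leaving out the probe sets with a mean below the median and other choices of samples in the fit. Others were eBayes with trend and robust, array weights and the mouse number as a replicate block. Further ones were an unpaired t-test, fold thresholds of 1.5 and 2, and leaving out each replicate in turn. The paper's statistics name a t-test for 2 means, whereas its arrays were analyzed in Transcriptome Analysis Console.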

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

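Each result here is a gene list whose median log2 difference between groups was not the same in the PLv and the Hipp, at an adjusted p under 0.05 over all such interaction tests with camera at the preset correlation. The tissues had been normalized separately. The tests against random lists, against ependymal genes and of correlations between members were chosen after these results were seen.

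Between IR and NonIR mice, the PLv less the Hipp was -0.48 for cell division (adjusted p = 3.60e-09), -0.63 for new neurons (9.94e-07) and -0.88 for replication-dependent histones (6.19e-23). Between IR+MSC and NonIR mice it was -0.32 (4.03e-06), -0.43 (0.00244) and -0.78 (6.19e-23). The adjusted p with an estimated correlation was 0.0284 for cell division between IR and NonIR mice and for histones in both comparisons, and 0.0942 to 0.468 for the others. By this test, cell division genes in IR mice and histone genes in both irradiated groups fell further in the PLv than in the Hipp. The PLv holds the larger germinal zone, and in the Hipp the histone list had a median of 0.16 in IR mice. With mice relabeled within each tissue (exact permutation tests over 400 labelings, two-sided), p was 0.105 for cell division in IR mice. For histones it was 0.01 in IR and 0.025 in IR+MSC mice. Adjusted over all lists tested in this way, these were 0.822, 0.761 and 0.761, so the difference is not established at the level of mice.

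For the lower expression of cell division, histone and new neuron genes in the PLv of irradiated mice, 2 technical explanations were tested. An effect of the authors' normalization that depends on signal would lower other genes of the same signal too. However, 0 of 10000 random lists matched on mean signal had a median as low as any of the 3 lists, the lowest being -0.21 to -0.25 against -0.39, -0.65 and -0.54. The 3 lists were picked after camera had set them apart from other genes on the same arrays, so this count adds little. Random lists hold unrelated genes, so it cannot tell radiation from a chance shift of genes that vary together. A dissection with less of the ventricle wall would lower ependymal genes too, but their score differed by 0.04 between irradiated and NonIR mice, and the 3 lists were lower than that score by -0.62, -0.75 and -0.56 (exact permutation tests, largest p = 0.0476). A dissection at another level of the wall, where ependymal cells line the ventricle but few cells divide, was not tested and stays open. A lasting loss of dividing cells after radiation is a biological explanation. From these arrays alone it remains a hypothesis, since the pattern was found and tested on them. By staining, the paper reports less Ki67 and few new neurons (DCX) in the SVZ and DG after radiation, in another strain at an earlier time. It also reports that Ki67 and DCX cells were about as frequent in IR as in IR+MSC mice.

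The leptomeningeal genes differed by -1.03 between IR and NonIR mice (adjusted p = 5.05e-11, and 0.285 with an estimated correlation) and by 0.76 between IR+MSC and IR mice (2.65e-05, and 0.627). For their higher level in the Hipp of IR mice, varying amounts of meninges left on the dissected tissue are a candidate explanation, since they would move these genes together from mouse to mouse inside a group. The mean correlation between members over the mice of a group was 0.320, and none of 1000 random lists of matched signal exceeded 0.102. Without the members printed in the study's tables it was 0.152, and 5 of 1000 random lists were as high. A change of the meninges after radiation stays open too, as untested, and among the 10 splits of the 6 mice the real difference of 1.06 was followed by 1.00, which are too few for a share under 0.05.

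Choroid plexus genes differed by 0.86 between IR and NonIR mice (adjusted p = 0.0134, and 0.777 with an estimated correlation) and by -0.65 between IR+MSC and IR mice (0.00244, and 0.747), and in the Hipp the median between IR and NonIR mice went from -0.70 to -0.20 without NonIR replicate 1, and that between IR+MSC and IR mice from 0.76 to 0.17 without IR+MSC replicate 3 and to a larger value without IR+MSC replicate 1. Endothelial genes differed by 0.28 between IR and NonIR mice (0.0309, and 0.747). Genes of cortical and hippocampal excitatory neurons differed by -0.57 between IR+MSC and NonIR mice (0.00749, and 0.468). Genes of hypothalamic and septal neurons differed by 0.48 between IR+MSC and IR mice (0.00633, and 0.627).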

How the results depend on the processing

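The comparison of both irradiated groups together with NonIR mice and the averaging by Tukey's biweight were chosen after the results were seen, and the other alternatives before. In each of the 6 comparisons, the number of genes past an unadjusted p under 0.05 stayed within 1.5 times its value after quantile normalization or centring on the median. The number also did so with fits of 2 groups or of 18 arrays, trend and robust, array weights, the replicate block and the unpaired t-test. With the probe sets below the median left out, so that fewer are tested, it was 771, 767 and 592 in the PLv (IR and IR+MSC against NonIR, then IR+MSC against IR) and 932, 700 and 612 in the Hipp, and 716 and 767 in the test of any difference among groups. With a fold of at least 1.5 it was 784, 779, 635, 706, 670 and 500 in the same order, and with a fold of at least 2 it was 115, 113, 59, 105, 71 and 51. With the mouse number as a replicate block it was 1209 in the PLv and 1006 in the Hipp between IR+MSC and IR mice.

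At an adjusted p under 0.05, the PLv had 9, 5 and 7 genes with all 18 arrays in 1 fit, among them Pbk, Hmgb2, H2ac10, H2ac8 and Mfap2 in IR mice. With trend and robust it had 3 in IR against NonIR, Pbk among them, and 8 in IR+MSC against IR, Olfr390 among them. Without IR replicate 2, IR+MSC against IR had 1, and 0 without any of the others. Both irradiated groups together against NonIR gave 1, Pbk. Why these calls appear was not tested.

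The distance of IR less that of IR+MSC mice to NonIR mice was -0.868 in the PLv with genes scaled to unit variance (exact permutation test, two-sided, p = 0.8), -4.66 to 5.77 with 1 mouse left out, and -3.59 to 6.96 in the Hipp, so its sign is not fixed by these arrays. Leaving out a mouse also raises the share of the variance between groups that chance gives above the 25% of 9 arrays. That share was 29.4% to 31.7% in the PLv with 1 mouse left out, with an exact permutation p under 0.05 without IR replicate 1 (0.00714) or IR replicate 3 (0.0429), and 29.2% to 31.5% in the Hipp, with p = 0.0107 without NonIR replicate 2. With the probe sets below the median left out it was 28.7% in the Hipp (exact permutation p = 0.0179). Genes called alike in both tissues between IR+MSC and IR mice numbered 28 with the unpaired t-test and 15 with a fold of at least 1.5. With the unpaired t-test, the share of receptor genes past the threshold was 3.45% and 3.24% in the PLv (IR against NonIR, IR+MSC against IR). In the Hipp it was 4.14%, 3.45% and 3.66% with that test. The cause was not tested.

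Of the gene lists, 0 passed with an estimated correlation and 0 with fry. In the PLv, the immediate early genes between IR+MSC and IR mice ranged from -0.79 to 0.12 with 1 mouse left out, turning to 0.12 without IR+MSC replicate 1 and losing their direction in the test without IR replicate 3 (-0.09). The PLv calls of cell division, histone and new neuron genes against NonIR mice, the interferon calls between IR+MSC and IR mice in both tissues, and the Hipp calls of leptomeningeal genes in IR mice and of immediate early genes against NonIR mice held with each mouse left out, after quantile normalization and without the members of the study's tables. Signal over background limits the named genes that lie near background, whose differences are of small signals, Pbk, Hmgb2, Mfap2 and Olfr390 in the PLv among them.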

Differences from the paper's values

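In the supplementary tables, 178 of 240 entries name a single gene measured on the arrays. All 178 had the paper's direction and 177 its p. As a fold of group means, 3 matched the paper's fold within 0.01, and the paper's fold was the larger in 154, by a median ratio of 1.24, and exceeded the fold of means more than 1.5 times in 23. With Tukey's biweight averages, an alternative chosen after seeing these values, 177 matched.

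For Map2 in the Hipp of IR against NonIR mice the fold was 4.95, and the paper's is 21.84. With array weights it was 7.00, which lies within the spread, while quantile normalization (4.97) and centring on the median (4.93) left the difference, and the biweight averages chosen after seeing the values gave 21.84. For Sema5a in the Hipp of IR+MSC against NonIR mice it was 2.01, and the paper's is 3.78. Quantile normalization (2.08) and array weights (2.05) bring the difference within the spread, centring on the median (2.00) does not, and the biweight averages chosen after seeing the values gave 3.78. For Tmem252, near background, in the PLv of IR+MSC against NonIR mice it was -2.30, and the paper's is -4.14. Array weights (-2.35) bring it within the spread, quantile normalization (-2.22) and centring (-2.32) do not, and the biweight averages chosen after seeing the values gave -4.14.

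For Ccl19 in the Hipp of IR against NonIR mice, the fold was -1.26 and the paper's is -2.54, and the p was 0.127 where the paper's is 9.000e-04. The arrays hold 1 probe set named Ccl19, which lies near background. Its fold was -1.25 after quantile normalization, -1.27 after centring, -1.22 with array weights and -1.18 with the biweight averages chosen after seeing the values. Its p was 0.155 after quantile normalization, 0.125 after centring, 0.0974 with only the 2 groups and 0.188 with trend and robust. It was 0.183 with array weights, 0.157 with the replicate block and 0.0633 with the unpaired t-test, so none of the settings reached the paper's values.

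Between IR+MSC and IR mice, the number of genes was 1211 in the PLv, where the paper gives 1210, and 1050 in the Hipp, as in the paper. More than 1.5 times from these lie the numbers with the probe sets below the median left out (592 and 612) and with fold thresholds of 1.5 (635 and 500) or 2 (59 and 51); the paper states no fold threshold for them. The paper states that the difference from NonIR mice was less evident after hMSCs. The distances to NonIR mice were 44.0 for IR and 44.0 for IR+MSC mice in the PLv, and 43.3 and 42.0 in the Hipp. They cover all probe sets, whereas the paper's statement rests on a plot of principal components, so the measures are not alike. The paper names FAK signaling as the most significantly modulated pathway of the Hipp, where the 81 genes of the fixed list had an adjusted p of 0.492, and it names melatonin degradation as altered in both tissues, where the 56 genes had an adjusted p of 0.875 in the PLv and 0.0918 in the Hipp. Without IR replicate 1 of the Hipp the latter was 0.00900. The fixed lists are not IPA's gene sets. Of the lists that bear on the immune-related pathways the paper also names, the interferon-induced genes rose in both tissues, with 5 of 43 genes higher in each and an adjusted p of 0.517 and 0.583 with an estimated correlation, and chemokines had an adjusted p of 0.0330 in the Hipp (0.583 with an estimated correlation) and 0.659 in the PLv, with 0.402 for the difference between the tissues, which had been normalized separately. MHC class II, activated microglia, T, B and NK cells and neutrophils passed in neither tissue.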

Other observations

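The tests of glucocorticoid-induced genes, of both irradiated groups together and of the number of lists under other splits were chosen after the results that led to them were seen. Between IR and NonIR mice, oligodendrocyte lists in both tissues and the endothelial list in the Hipp also passed camera, though only at the preset correlation. Genes of myelinating oligodendrocytes fell in IR against NonIR mice, by a median of -0.38 over 17 genes in the PLv (adjusted p = 5.64e-04, and 0.725 with an estimated correlation) and -0.53 in the Hipp (1.17e-05, and 0.648). In the Hipp, they rose by 0.41 between IR and IR+MSC mice (3.19e-04, and 0.722), with Bcas1 at 10.55 ± 0.42 (SD, n = 3) in IR and 11.78 ± 0.40 in NonIR mice. Genes of oligodendrocyte precursors fell by -0.48 in the PLv (0.00286, and 0.583) and -0.38 in the Hipp (0.00125, and 0.583) over 9 genes, with Gpr17 in the PLv at 6.97 ± 0.43 in IR and 8.05 ± 0.35 in NonIR mice. Endothelial genes fell in the Hipp of IR mice by -0.42 over 17 genes (4.64e-04, and 0.583), with 6 lower and none higher, 4 when adjusted over the list alone. Mfsd2a, a lipid transporter of the blood-brain barrier, was 10.18 ± 0.47 in IR and 11.28 ± 0.69 in NonIR mice. Single mice carry much of these values. The myelin calls in IR mice were lost without NonIR replicate 1, with medians of -0.18 in the PLv and -0.20 in the Hipp, and in the PLv also without IR replicate 2 (-0.28) or IR replicate 3 (-0.27), while the median there was -0.70 without IR replicate 1 and -0.63 without NonIR replicate 2, and that in the Hipp -0.29 without IR replicate 1. The rise of 0.41 was 0.10 without IR replicate 1, which ended the call, and 0.27 without IR replicate 2. The endothelial call was lost without IR replicate 3 (-0.27, adjusted p = 0.0779) or NonIR replicate 3 (-0.34, adjusted p = 0.0704), and the precursor calls without NonIR replicate 3 in the PLv (-0.30, adjusted p = 0.0573) and IR replicate 1 in the Hipp (-0.27, adjusted p = 0.101).

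In the PLv, immediate early genes fell by a median of -0.54 over 15 genes in IR (adjusted p = 0.0287, and 0.737 with an estimated correlation) and -0.99 in IR+MSC mice (5.34e-06, and 0.583), which was -0.39 without IR+MSC replicate 1 and -1.28 without IR+MSC replicate 2, and between IR+MSC and IR mice by -0.33 (0.0294, and 0.737). The last of these calls was lost without IR+MSC replicate 1 (0.12, adjusted p = 0.768) or IR replicate 3 (-0.09, adjusted p = 0.997), with the direction of the test reversed in both, and the median was -0.79 without IR+MSC replicate 2. The call in IR mice was lost without IR replicate 1 or IR replicate 2 (-0.25 in each, adjusted p = 0.287 and 0.415) or NonIR replicate 1 (-0.41, adjusted p = 0.164), and, as that between IR+MSC and IR mice, without the members printed in the study's tables (0.122 for the former). Fosb was 8.21 ± 1.11 (SD, n = 3) in IR+MSC and 9.76 ± 0.42 in NonIR mice there. The 12 other CREB-regulated genes had a median of -0.17 in the PLv and 0.01 in the Hipp between IR+MSC and IR mice (adjusted p = 0.227 and 0.997). Cdkn1a, the p53-induced inhibitor of the cell cycle, was 11.59 ± 0.41 in the PLv of IR and 10.46 ± 0.71 in that of NonIR mice, and 10.77 ± 0.30 and 9.31 ± 0.47 in the Hipp. The 20 p53 targets had a median of 0.17 in the PLv (adjusted p = 0.0562) and -0.03, with a mean of 0.03, in the Hipp (0.992) of IR mice. In the PLv, the mean of these genes was higher in all 6 irradiated mice than in each NonIR mouse (exact permutation test, two-sided, p = 0.0119, and 0.173 when adjusted over the lists tested in this way). Choroid plexus genes fell by -0.70 over 16 genes in the Hipp of IR mice (0.00757, and 0.737), a call lost without NonIR replicate 1 (-0.20, adjusted p = 0.408), and rose by 0.76 between IR and IR+MSC mice (1.62e-05, and 0.583), a call lost without IR+MSC replicate 3 (0.17, adjusted p = 0.265) and larger without IR+MSC replicate 1. Leptomeningeal genes were higher than in NonIR mice in the Hipp of IR+MSC mice as well, by 0.53 (4.03e-06, and 0.583), which was 0.30 without NonIR replicate 2 and 0.86 without NonIR replicate 3, whose mean was level with those of the IR+MSC mice, and fell by -0.51 between IR and IR+MSC mice (1.27e-05, and 0.583), a call lost without IR replicate 1 (-0.31, adjusted p = 0.0728) and without the members printed in the study's tables (0.0512, with a median of -0.30). Histone genes rose by 0.16 in the Hipp of IR mice (2.30e-04, and 0.583), which was 0.36 without NonIR replicate 1, and fell by -0.13 between IR and IR+MSC mice (0.0463, and 0.722), a call lost without IR+MSC replicate 1 (-0.10), IR+MSC replicate 2 (-0.04), IR replicate 1 (-0.04), IR replicate 3 (-0.18) or NonIR replicate 2 (-0.13), after quantile normalization (0.0568) and without the members printed in the study's tables (0.0760).

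Of the lists of regional neurons, the hypothalamic and septal one and the excitatory one passed camera, though only at the preset correlation. Genes of hypothalamic and septal neurons rose in the PLv of IR+MSC against NonIR mice by 0.26 over 21 genes (adjusted p = 0.00249, and 0.583 with an estimated correlation) and in the Hipp of IR mice by 0.19 (0.00837, and 0.583), and fell in the Hipp between IR and IR+MSC mice by -0.22 (0.00897, and 0.583). Genes of cortical and hippocampal excitatory neurons fell in the PLv of IR+MSC against NonIR mice by -0.68 over 9 genes (0.00734, and 0.583). These calls were lost without the members printed in the study's tables. The hypothalamic and septal calls were also lost without IR+MSC replicate 1 (0.16) or NonIR replicate 1 (0.21) in the PLv, without IR replicate 3 or NonIR replicate 1 (0.11 in each) in the Hipp of IR mice, and without IR+MSC replicate 3 (-0.18) or IR replicate 3 (-0.12) between IR+MSC and IR mice. In the PLv the median was 0.43 without IR+MSC replicate 3 and 0.48 without NonIR replicate 3, and in the Hipp of IR mice 0.32 without IR replicate 1. Between IR+MSC and IR mice, medians in the PLv and the Hipp were -0.11 and -0.15 for 11 genes of striatal neurons (adjusted p = 0.439 and 0.221), 0.20 and 0.16 for 8 genes of thalamic neurons (0.225 and 0.753), -0.11 and 0.09 for 15 genes of ependymal cells (0.497 and 0.699), and 0.01, with a mean of -0.01, and 0.04 for 11 genes of pericytes (0.947 and 0.875).

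The paper measured proteins by other methods, in part in other regions, with GFAP and iNOS in the striatum and CD68 in the cortex. It reports more BDNF protein in the irradiated Hipp and more CBP protein in IR mice. The 12 measured transcripts of the paper's proteins had medians of -0.00463, with a mean of 0.01, in the PLv and -0.09 in the Hipp. These are between IR+MSC and IR mice (adjusted p = 0.875 and 0.570 from camera). In the Hipp of IR against NonIR mice, Bdnf differed by -0.40 (SE 0.25, unadjusted p = 0.136), Creb1 by 0.42 (SE 0.19, unadjusted p = 0.0542), Crebbp by 0.31 (SE 0.20, unadjusted p = 0.152), Gfap by 0.49 (SE 0.22, unadjusted p = 0.0515), Mki67 by -0.35 (SE 0.36, unadjusted p = 0.365) and Dcx by -0.12 (SE 0.17, unadjusted p = 0.510). In IR+MSC against NonIR mice, Gfap differed by 0.49 (unadjusted p = 0.0525) and Dcx by -0.47 (unadjusted p = 0.0219). Mki67 and Dcx lie near background in the Hipp.

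Among the 19 probe sets lower in all 4 comparisons with NonIR mice stand genes that glucocorticoids induce. Sgk1, a kinase, was 12.53 ± 0.48 (SD, n = 3) in the PLv of NonIR, 10.98 ± 0.25 in that of IR and 11.04 ± 0.46 in that of IR+MSC mice, and 11.37 ± 0.47, 10.39 ± 0.31 and 10.28 ± 0.36 in the Hipp. Tsc22d3, a mediator of anti-inflammatory effects of glucocorticoids, was lower by -0.99 and -1.11 in the PLv and -0.80 and -0.89 in the Hipp of IR and IR+MSC mice. Both were chosen after their values were seen. Lower glucocorticoid signaling in the irradiated mice is a candidate explanation, and 23 other genes that glucocorticoids induce, 22 of them measured, were listed once the pattern had been seen, with the prediction written before their test. Their mean was lower in irradiated mice by -0.25 in the PLv, in 18 of 22 genes, and by -0.28 in the Hipp, in 20 of 22 (exact permutation tests over 84 splits, two-sided, p = 0.0238 in both), and none of 1000 random lists of matched signal was as low. At an unadjusted p under 0.05 from limma, 4 of the 22 were lower in IR and 1 in IR+MSC mice in the PLv, and 3 and 4 in the Hipp, and none passed an adjusted p under 0.05. In the PLv of IR mice, the known targets Zbtb16, Mt1, Mt2 and Klf9 differed by 0.17, 0.02, 0.10 and 0.00, named after their values were seen. The study's tables print 1 of them, Txnip, and without it the p was 0.0476 in the PLv and 0.0119 in the Hipp. Among these genes, Fkbp5 differed by -0.03 and -0.29 in the PLv and -0.32 and -0.18 in the Hipp, and Arrdc2, near background, by -0.82, -0.70, -0.92 and -1.22. With 1 mouse left out, the difference in the PLv of IR mice ranged from -0.40 to 0.27 for Fkbp5 and from -1.16 to -0.45 for Arrdc2. The list was written after these arrays had shown the pattern, and genes induced by 1 hormone can shift together by chance. Random lists hold unrelated genes, so neither test is independent support for lower glucocorticoid signaling. If both tissues came from the same mice, they are not independent. Many of the lower genes also respond to neuronal activity or to the time of day, so a difference in stress or in the hour of sacrifice could give the same pattern and was not tested.

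Genes called alike in both tissues between IR+MSC and IR mice might reflect inherited differences between individual mice. Over the 45 shared probe sets, the median correlation of a mouse's deviations in the PLv with those of the mouse of the same number in the Hipp was 0.210, where random sets of genes gave a median of 0.0700 and exceeded 0.211 in 5% of cases (permutation p = 0.0539). Over all genes, same-numbered mice had a mean correlation of 0.0394, against -0.0196 for other numbers. These means are tied, since deviations within a group cancel out. Same-numbered pairs had 0.0874, 0.0901 and 0.0895 in NonIR, -0.0900, -0.0479 and 0.0662 in IR, and 0.0639, -0.00715 and 0.102 in IR+MSC mice. In IR mice, PLv mouse 1 with Hipp mouse 2 had 0.106, and PLv mouse 2 with Hipp mouse 1 had 0.114. Whether the numbers mark the same animals is therefore not settled, and the explanation cannot be told apart from a response to the cells.

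For each comparison of 3 mice with 3, the 10 splits of the mice are too few for a share under 0.05. In the PLv, 1408 genes in IR against NonIR mice stand beside a highest other split of 1423 (2 splits as large), 1392 in IR+MSC against NonIR beside 1184 (1), and 1211 in IR+MSC against IR beside 1557 (3). In the Hipp, 1448 stand beside 1586 (4), 1349 beside 1192 (1) and 1050 beside 1137 (2). For lists that pass camera, the PLv had 6, 7 and 4 in the same order, beside 8 (4), 9 (3) and 10 (6) in other splits, and the Hipp had 8, 3 and 7, beside 5 (1), 5 (7) and 9 (3). In the test of any difference among the groups, 4 of 100 splits gave as many genes as the 1377 of the PLv, the highest other being 1600. The 100 were drawn from 280 possible splits, so a share this close to 0.05 does not decide whether chance is excluded. The exact permutation test of the share of the variance over all 280 splits gave p = 0.0643. In the Hipp, 18 of 100 gave as many as its 1280 genes, the highest other being 1532, so chance is not excluded there. With both irradiated groups together against NonIR mice, 1430 genes passed an unadjusted p under 0.05 in the PLv and 1477 in the Hipp. Of 84 splits, 8 gave as many in the PLv, with 1653 the highest other, and 7 in the Hipp, with 1938, so chance is not excluded. The 1 gene past an adjusted p under 0.05 was Pbk in the PLv, at -2.44 (SE 0.26, adjusted p = 0.0153), and another split of the same arrays gave as many as 8 such genes there and 2 in the Hipp, so this call does not set the real groups apart.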
